# Time-Course Analysis and Transcriptomic Identification of a Group III ERF *CmTINY2* Involved in Waterlogging Tolerance in *Chrysanthemums* × *morifolium* Ramat.

**DOI:** 10.3390/ijms25158417

**Published:** 2024-08-01

**Authors:** Xueting Gu, Xinyi Liu, Haodong Sha, Xuejie Du, Han Zhang, Yuexiao Miao, Weiliang Chen, Bizeng Mao

**Keywords:** chrysanthemum, waterlogging tolerance, time-course transcriptome, ethylene-responsive factor, CmTINY2

## Abstract

‘Hangju’ is a variety of *Chrysanthemum* × *morifolium* Ramat. with both edible and medicinal value, cultivated as a traditional Chinese medicine for four centuries. The cultivation of ‘Hangju’ is currently at risk due to waterlogging, yet there is a lack of comprehensive understanding regarding its response to waterlogging stress. This study compared the waterlogging-tolerant ‘Hangju’ variety Enhanced Waterlogging Tolerance (EWT) with the waterlogging-sensitive variety CK (‘zaoxiaoyangju’). EWT exhibited a more developed aeration tissue structure and demonstrated rapid growth regarding the adventitious roots following waterlogging. The time-course transcriptome analysis indicated that EWT could swiftly adjust the expression of the genes involved in the energy metabolism signaling pathways to acclimate to the waterlogged environment. Through WGCNA analysis, we identified *Integrase-Type DNA-Binding Protein* (*CmTINY2*) as a key factor in regulating the waterlogging tolerance in EWT. CmTINY2, a transcription factor belonging to the ethylene-responsive factor (ERF) subfamily III, operated within the nucleus and activated downstream gene expression. Its role in enhancing the waterlogging tolerance might be linked to the control of the stomatal aperture via the *Ethylene-Responsive Element* (*ERE*) gene. In summary, our research elucidated that the waterlogging tolerance displayed by EWT is a result of a combination of the morphological structure and molecular regulatory mechanisms. Furthermore, the study of the functions of *CmTINY2* from ERF subfamily III also broadened our knowledge of the role of the *ERF* genes in the waterlogging signaling pathways.

## 1. Introduction

The plant known as ‘Hangju’ is a variety of *Chrysanthemum* × *morifolium* Ramat. with a history of cultivation in traditional Chinese medicine spanning four centuries, ‘Hangju’ is recognized as one of the “Four Famous Chrysanthemums” alongside ‘Chuju’, ‘Haoju’, and ‘Gongju’. According to the Chinese Pharmacopoeia, these varieties are esteemed for their therapeutic properties, such as dispelling cold, clearing heat detoxification, calming the liver, and improving vision [1,2,3,4,5]. With the growing desire for life quality and health, ‘Hangju’ has also become an increasingly popular beverage option, offering a tasty alternative that provides health benefits as well. Hence, it is regarded as a “One Root of Medicine and Food” dietary herbal medicine with significant economic value [6]. As a plant with shallow roots, ‘Hangju’ thrives in sandy soils but is vulnerable to waterlogging stress. Its primary cultivation region in Tongxiang, Zhejiang Province, faces recurrent threats from typhoons and floods, which can lead to reduced yields, compromised quality, and, in severe cases, complete crop loss. Despite the fact that ‘Hangju’ is identified as the most waterlogging-tolerant variety among the 54 germplasm resources of tea chrysanthemums [7], waterlogging remains a significant challenge in its cultivation.

The rise in global temperatures has led to more frequent severe weather events, resulting in various natural disasters and impacting agricultural production. Notably, flooding incidents constituted the largest proportion, at 44%, of all the natural disasters recorded from 2000 to 2019 [8]. Around 27% of the global arable land is impacted by flooding annually, with the frequency of floods showing a consistent upward trend over the last six decades [9]. When waterlogging occurs, the primary consequence on plants is the hindrance of gas exchange, which results in the inhibition of aerobic respiration, thereby limiting energy metabolism and impeding plant growth. This condition also triggers anaerobic respiration, leading to the accumulation of harmful substances like lactic acid and ethanol, along with an elevation in the reactive oxygen species (ROS) levels [10]. Moreover, waterlogging disrupts the equilibrium of phytohormones such as ethylene, impacting the overall metabolic status, ultimately culminating in plant senescence or death [11,12]. To survive in such adverse conditions, plants like chrysanthemums adjust their morphological structure, energy metabolism, hormone production, and signaling mechanisms to adapt. For instance, a resilient chrysanthemum variety (‘53-4’) developed more robust adventitious roots and maintained higher levels of antioxidant enzymes to protect against oxidative damage [13]. Another waterlogging-tolerant species, *Dendranthema zawadskii,* also formed adventitious roots and developed aerenchyma to survive in low-oxygen conditions. Moreover, *D. zawadskii* showed an increase in the pyruvate decarboxylase (PDC) catalyzing and alcohol dehydrogenase (ADH) activity during waterlogging, indicating that alcohol fermentation is crucial for its ability to withstand waterlogging [14,15].

Physiological alterations in metabolism often result from the regulation of pivotal genes. In chrysanthemums, specific regulatory genes associated with waterlogging tolerance have been identified and studied, such as *SALT OVERLY SENSITIVE1* (*CmSOS1*), *MULTIPROTEIN BRIDGING FACTOR 1c* (*CmMBF1c*), *ETHYLENE-RESPONSIVE FACTORS4/5* (*CmERF4/5*), *RELATED TO AP2.3* (*CmRAP2.3*), and *HYPOXIA-RESPONSIVE ERF2* (*CmHRE2*) [15,16,17,18]. CmMBF1c directly interacts with CmHRE2, while CmSOS1 interacts with RADICAL-INDUCED CELL DEATH1 (CmRCD1), thereby enhancing the antioxidant enzyme activities, reducing the ROS levels, and improving the waterlogging tolerance [17,18]. CmERF5 binds to the promoter region of *CmRAP2.3* to stimulate its expression and alleviate the waterlogging-induced stress [16]. CmERF4 functions as a transcriptional repressor that adversely impacts the waterlogging tolerance in chrysanthemums by influencing the ROS and energy metabolism pathways [15]. Notably, *CmHRE2*, *CmRAP2.3*, and *CmERF4/5* are all members of the ERF supergene family, highlighting the significant role of ERFs in regulating the waterlogging tolerance in chrysanthemums.

The AP2/ERF transcription factor family in plants, characterized by a conserved APETALA2 domain, plays a crucial role in various stress responses, with subfamily VII being particularly linked to the waterlogging response [19]. In *Arabidopsis thaliana*, VII ERF proteins like RAP2.12 and HRE are selectively stabilized under hypoxic conditions to regulate hypoxia-responsive genes [20,21]. Meanwhile, the VII ERF genes in rice, such as *SUBMERGENCE1A* (*Sub1A*) and *SNORKEL1/2* (*Skl1/2*), modulate the internode elongation to adapt to flooding stress [22,23]. Apart from subclade VII, other ERF transcription factors may also play a role in regulating the waterlogging tolerance. For instance, *MaRAP2-4* from *Mentha arvensis* (subclade I) enhances the waterlogging tolerance by activating the expression of the *SUGAR WILL EVENTUALLY BE EXPORTED TRANSPORTER* (*SWEET10*) [24]. In addition, the expressions of the ERF subfamily III and VI genes in *Sesamum indicum* L. significantly increase after the waterlogging treatment [25]. However, further research is needed to elucidate their functions.

The deteriorating climate conditions and frequent occurrences of flooding pose a continuous threat to chrysanthemum production, but the research on the waterlogging tolerance of chrysanthemums remains limited. To date, the existing waterlogging tolerance genes in chrysanthemums are all derived from ornamental varieties [15,16,17,18,26], with few studies conducted on tea chrysanthemums like ‘Hangju’. To address this deficiency, we conducted a study on a novel cultivar of ‘Hangju’ called Enhanced Waterlogging Tolerance (EWT), which showed robust resistance to waterlogging through seedling inundation trials and field yield assessments. Additionally, we compared the changes in the gene expression after waterlogging between EWT and a waterlogging-sensitive variety (‘zaoxiaoyangju’) through time-course transcriptome analysis. The study aimed to elucidate the mechanisms underlying the waterlogging tolerance in ‘Hangju’ by examining the morphological characteristics and metabolic alterations, and it identified the transcription factor *CmTINY2* as a key player in waterlogging tolerance.

## 2. Results

### 2.1. EWT Showed Greater Tolerance to Waterlogging Than Conventional Variety

To test the tolerance of chrysanthemums to complete submergence, a waterlogging treatment was performed on two ‘Hangju’ cultivars, EWT and CK (referred to as ‘zaoxiaoyangju’, the conventional cultivar planted in Tongxiang). The results showed that, following the waterlogging treatment, EWT maintained some leaves at the top to sustain growth, achieving a survival rate of 95.83%. In contrast, CK exhibited leaf crumpling and rotting, leading to a gradual decline in health, with a survival rate of only 20% (Figure 1a,c). These findings demonstrated that the waterlogging tolerance of the EWT seedlings was significantly superior to that of the conventional cultivar.

Waterlogging stress not only results in the mortality of chrysanthemum seedlings but also hampers the chrysanthemum yield by influencing the expression of the genes related to flower bud differentiation [27,28]. To investigate this phenomenon, a field flooding experiment was conducted. Following a 24 h flooding period, CK exhibited a significant reduction in the yield, as evidenced by the decreased single flower weight (Figure 1d) and effective bud number (Figure 1e). In contrast, the EWT group did not display any morphological changes or yield loss (Figure 1b), indicating its better tolerance to waterlogging stress compared to CK. Additionally, the comprehensive yield assessments revealed that, even though EWT exhibited a smaller petal number and flower diameter, its yield exceeded that of CK by 88% due to a higher number of effective flowers (Supplementary Figure S1), which might reflect EWT’s enhanced adaptability to the environmental conditions. In summary, EWT demonstrated an elevated survival rate following the waterlogging stress at the seedling stage and mitigated the yield losses following the flooding at the adult stage, highlighting its exceptional waterlogging tolerance characteristics.

### 2.2. EWT Exhibited a Well-Developed Aeration Tissue Structure

To cope with hypoxic conditions and enhance the oxygen diffusion to submerged organs, plants undergo various morphological adaptations, such as aerenchyma formation and adventitious root development [12]. The analysis of the stem base morphology through the transverse sections of the two materials before and after the waterlogging revealed a notably greater area of xylem in the EWT stems compared to the CK stems (Figure 2a,b), indicating a more robust vascular system in EWT. Additionally, some gas spaces between the cells in the stem cortex were observed in the waterlogged EWT plants, potentially indicating the formation of aerenchyma-lacunae resulting from the lysogenic cleavage of the inner cells. The measurement of the proportion showed a significantly larger area of aeration tissue in EWT compared to CK after waterlogging (Figure 2a,c). This could also facilitate gas transport and alleviate the waterlogging stress.

Furthermore, after subjecting the roots of the chrysanthemum seedlings to a two-week period of waterlogging treatment, a few adventitious roots emerged from the base of the stem at the waterlogging interface of EWT. The phenotypic observations after four weeks of treatment revealed that both EWT and CK produced aerial roots for respiration instead of primary roots, with the new aerial roots of EWT germinating earlier and displaying more advanced development (Figure 2d). These findings collectively indicated that EWT possessed a more robust morphological structure that was conducive to a waterlogging tolerance response.

### 2.3. Transcriptome Profiles of EWT and CK Exposed to Waterlogging Treatment

To explore the genomic differences in the responses to the waterlogging and reoxygenation between the sensitive (CK) and tolerant (EWT) cultivars, a total of 40 RNA-seq libraries were established for CK and EWT across five distinct waterlogging time points: 0 h, 3 h, 12 h, 24 h, and 24_3 h (representing 24 h of waterlogging followed by 3 h of reoxygenation recovery). 

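Root RNA was sequenced from seedlings aged 8 weeks of CK and EWT, sampled at 0 h, 3 h, 12 h and 24 h of waterlogging and after 24 h of waterlogging with 3 h of reoxygenation (24_3 h). There were 4 libraries in each of the 10 groups. Unflooded seedlings were sampled at 0 h only. Changes from 0 h within a cultivar therefore cannot be separated from changes with the time of day, and this limit holds for all such changes below. The paper's methods give a greenhouse at 28 °C with 12 h of light per day, whereas the sample labels give 16 h of light at 25 °C and nights at 20 °C. Which of these held for the RNA-seq seedlings is not settled here. The authors removed low-quality reads, trimmed adapters, mapped the clean reads to the published chrysanthemum genome with HISAT2 and deposited FPKM values for 178540 genes in the 40 libraries. Of these genes, 138749 carry identifiers of the genome's gene models and 39791 carry identifiers outside that series. The paper's text does not name the counting program, and the genome build is not given in the sources used here. A protein match in the authors' annotation was present for 106614 genes, and every gene name used here is such a match to another species.

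Each non-zero FPKM value multiplied by the gene's length was a whole number of fragments, to within 0.01 of a fragment, so the fragments counted on genes could be recovered for every library. They ranged from 3517588 to 9929777 per library, with a median of 6292021. At 0 h the CK libraries held 5361802 to 7588620 fragments (median 6008895) and the EWT libraries 7925058 to 9929777 (median 8570386). At 3 h the corresponding ranges were 5567319 to 6716210 (median 5963172) and 8147779 to 9729533 (median 9042876). The 12 h libraries held 3896104 to 4632569 fragments in CK (median 4415578) and 5145989 to 7643641 in EWT (median 6889951). After 24 h, CK libraries held 3517588 to 5104076 (median 4401084) and EWT libraries 5102719 to 6550051 (median 5900704). In the 24_3 h groups the ranges were 3860195 to 7246976 for CK (median 4204012) and 4846743 to 7651788 for EWT (median 6849494). The paper gives its depth as single reads per library before alignment, whereas all depths given here are the fragments counted on genes. The library size inside the deposited FPKM was proportional to median-of-ratios size factors and was 0.762 to 1.30 times the fragments counted.

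From the deposited values, group differences were tested with limma on log2(FPKM + 0.1) over all 40 libraries, for the 89517 genes with an FPKM of at least 1 in at least 4 libraries. A DEG was defined by the paper's thresholds, an unadjusted p of at most 0.05 and a fold change of at least 2. Adjusted p-values are two-sided, from limma with Benjamini-Hochberg adjustment over these 89517 genes. For a gene at 0 in all 4 libraries of a group, 3 fragments over the group were taken as the limit of detection, which covers counting error only. How reads shared between similar gene copies were assigned is not stated in the paper's text, so values of single copies in a gene family are uncertain.

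**Figure D1:**
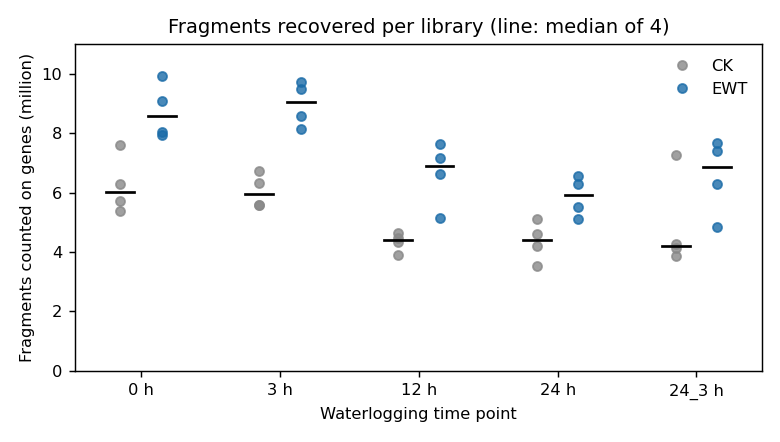
Fragments counted on genes in each of the 40 libraries, by group. The vertical axis gives the fragments counted and each point is 1 library, with a line at each group's median. The EWT medians lie above the CK medians at all 5 time points, and the shallowest library, in CK at 24 h, held 3517588 fragments.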

Each library yielded an average of 57.08 million single reads, with a range of 51.96 to 64.38 million reads, which were subsequently aligned to the recently published chrysanthemum reference genome [29]. 

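An FPKM above 0 was found for 148320 of the 178540 genes in at least 1 of the 40 libraries. Of the 3 other thresholds for a detected gene, an FPKM of at least 1 in at least 1 library moved this number most, to 112321 genes. With an FPKM of at least 0.1 it was 146095, and 131499 genes were above 0 in at least 4 libraries. The filter for the tests kept fewer, 89517 genes. All 40 libraries held a value above 0 for 36996 genes. A gene at 0 in a library was not detectable at that library's depth, which does not show that it was absent.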

Following the quality control and filtering procedures, a total of 148,321 genes were identified in at least one sample. To conduct a comprehensive comparison of the transcriptomes from all 40 samples, a principal component analysis (PCA) was executed. 

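Principal components were computed from the FPKM of the 148320 detected genes, each standardised over the 40 libraries. PC1 held 17.5% and PC2 15.6% of the variance. Of the variance of the PC1 scores, 97.5% lay between time points and 0.0475% between the cultivars. For PC2, 97.2% lay between the cultivars and 0.437% between time points. On log2(FPKM + 0.1) values that were centred but not standardised, which moved these shares most, the order of the axes was exchanged. PC1 then held 30.7% of the variance, with 98.0% of its scores' variance between cultivars, and PC2 held 21.5%, with 97.8% between time points. Standardised log2(FPKM + 0.1) values gave axes that mixed both factors, with 66.3% of the PC1 variance between cultivars and 32.3% between time points. With each of the 40 libraries left out in turn, the share between time points on PC1 was 91.2% to 97.9%, and the share between cultivars on PC2 was 88.3% to 97.7%.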

The first two principal components (PC1 and PC2) collectively explained 33% of the total variance, with PC1 contributing 17.5% and effectively segregating the samples based on the duration of the waterlogging treatment, while PC2, accounting for 15.5%, distinctly separated the EWT samples from the CK samples (Supplementary Figure S2a). Notably, within both the EWT and CK groups, the samples from the different waterlogging durations exhibited dispersion, with four replicates within each group clustering together, indicating significant differences in the gene expression changes induced by the treatment and the suitability of the resulting data for subsequent analyses (Supplementary Figure S2a–c). 

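Over the 89517 tested genes, each of the 40 libraries was most correlated with another library of its own group. Pearson's r, taken across genes, which are not independent replicates, was between 0.836 and 0.930 in the 60 pairs of libraries within a group, with a median of 0.881. In the 720 pairs from different groups it was between 0.344 and 0.876, with a median of 0.608. On the plane of PC1 and PC2, 19 of the 40 libraries lay nearest to a library of their own group, a number that rose to 31 on centred log2 values. The fragment counts of replicate libraries differed by more than counting error, with a chi-square per degree of freedom of 3.55 for the closest pair (CK 0 h replicates 1 and 2) and 15.6 for the most different pair (CK 24_3 h replicates 1 and 4).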

Subsequently, differentially expressed genes (DEGs) were identified using the filter criteria of a *p*-value < 0.05 and a fold-change ≥ 2 at different time points and between the two materials at the same time. 

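In CK, 27311 of the tested genes were DEGs at 3 h against 0 h, of which 11962 were higher and 15349 lower. At 12 h there were 43472 (17596 higher, 25876 lower), and at 24 h there were 46250 (19297 higher, 26953 lower). After reoxygenation (24_3 h against 0 h) there were 27700, with 10824 higher and 16876 lower. A fold change of at least 4 moved the 12 h count most, to 26724, and the corresponding counts at 3 h, 24 h and 24_3 h were 12715, 29746 and 13646. Compared directly, 24 h and 12 h differed at 12650 genes, but all 35 ways to split these 8 libraries gave a median of 7083 genes and the wrong splits up to 9873. Many of these calls may thus arise without a difference in time. Wrong splits that are not balanced still hold part of a real difference, so they can overstate how many. The number of genes that differed between 24 h and 12 h was 5478 with adjusted p-values, 7076 with only the groups compared and 3810 with a fold change of at least 4. With single libraries left out, the count was 42001 to 44336 at 12 h and 44598 to 46151 at 24 h. Scaling each library by all of its counted fragments, an alternative chosen after seeing the data, moved the median log2 fold change of all tested genes from -0.17 to -0.55 at 12 h and from -0.15 to -0.51 at 24 h. Under it the share of higher genes among the 12 h DEGs fell from 40.5% to 29.5%, so that share depends on the scaling, and fold changes at 12 h and 24 h are best read against these shifts.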

In the CK cultivar, the number of DEGs increased with prolonged waterlogging and decreased after the treatment removal. Conversely, in the EWT cultivar, the number of DEGs, both upregulated and downregulated, was higher at 12 h compared to 24 h, suggesting a potentially faster response to the waterlogging stress (Supplementary Figure S2d–f).

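In EWT, DEGs against 0 h numbered 24113 at 3 h (9523 higher, 14590 lower), 44436 at 12 h (19218 higher, 25218 lower), 43822 at 24 h (18402 higher, 25420 lower) and 23943 at 24_3 h (10004 higher, 13939 lower). From 12 h to 24 h the number of higher genes thus fell by 816, while lower genes were 202 more numerous at 24 h. With single libraries left out, the difference in higher genes between 12 h and 24 h was -35 (without EWT 12 h replicate 1) to 1578 (without EWT 24 h replicate 1), and that in lower genes was -1067 to 994, so neither direction is secure. The total was larger at 12 h by 614 genes. This total was larger at 12 h under all 12 other processing settings that moved any count, 3 of them chosen after seeing the data, and in 9 of the 12 fits that left out 1 library of EWT at 0 h, 12 h or 24 h. It was larger at 24 h without EWT 12 h replicate 1, 3 or 4, with differences of -1102, -222 and -386. Lower genes were more numerous at 12 h under 3 of the 12 settings. The largest move, to 1912 more lower genes at 12 h, came with library sizes from all fragments, under which the higher genes also reversed, to -514. That scaling moved the median log2 fold change of all genes from -0.12 to -0.61 at 12 h, from -0.15 to -0.52 at 24 h and from -0.13 to -0.26 at 3 h. Tested directly, 24 h and 12 h differed at 13199 genes, where the 35 splits of these 8 libraries gave a median of 4985 and the wrong splits up to 7271. The number was 6757 with adjusted p-values and 3349 with a fold change of at least 4.

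Between the cultivars, 30803 genes differed at 0 h, 33389 at 3 h, 37759 at 12 h, 38271 at 24 h and 31478 at 24_3 h. A fold change of at least 4 moved the 0 h count most, to 17410. The change from 0 h differed between EWT and CK (interaction term of limma) for 12385 genes at 3 h, 18546 at 12 h, 19760 at 24 h and 10146 at 24_3 h. With adjusted p-values, the setting that moved these counts most, they were 4517, 9674, 10724 and 2636. DEGs of CK and EWT shared 14597 genes at 3 h, 30370 at 12 h, 31275 at 24 h and 15317 at 24_3 h. Among these shared genes, 98.0%, 98.1%, 97.9% and 98.8% changed in the same direction in both cultivars.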

In order to characterize the temporal attributes of the entire transcriptome dataset and categorize genes with similar expression patterns, a mfuzz clustering analysis was conducted on 21,238 DEGs showing the most significant differences across 40 samples. The DEGs were categorized into nine clusters, and the top five enriched Gene Ontology (GO) pathways within each cluster were also depicted in the accompanying figure (Figure 3). Among the nine clusters, we focused on the genes that were upregulated in response to the waterlogging and showed increased expression in EWT compared to CK. These genes were considered more likely to act as positive regulators in conferring waterlogging tolerance. 

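Fuzzy c-means with 9 clusters was run on the standardised group means of log2(FPKM + 0.1) for 21238 genes, those with the highest F across the 10 groups among genes whose highest and lowest group means differed at least 2-fold. The resulting clusters are described by their mean pattern, because genes grouped by a pattern cannot be used to test it. The cluster centre was highest in EWT at 12 h for 3 clusters, of 3965, 2251 and 2061 genes. In the cluster of 2061 genes the median log2 change from 0 h to 12 h was 2.72 in EWT and 0.75 in CK, and the median difference between the cultivars at 12 h was 3.25. For 685 of its genes CK held no fragment at 0 h, at 12 h or at both. With such genes at their detection limit or left out, the medians were 2.72 in EWT, 1.26 in CK and 2.87 between the cultivars. In the cluster of 2251 genes the rises were alike, 3.37 in EWT and 3.33 in CK. The 3965 genes of the largest cluster were higher in EWT at 0 h already, by a median of 3.47 with genes at 0 in a group set to their limit. The number of genes in clusters highest in EWT at 12 h, 8277, moved most on standardised FPKM means without a log scale, to 1735. It was 4202 without replicate 1 of every group, and 8202 to 8339 without replicate 2, 3 or 4.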

Notably, cluster 6 (C6) exhibited a pattern in which the gene expression levels were induced and peaked at 12 h after the treatment. 

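The authors' annotation describes 61 genes as phosphoenolpyruvate carboxykinase (PEPCK), of which 35 passed the filter. At 12 h against 0 h, 24 of the 35 were higher and 3 lower in EWT, and 15 were higher and 3 lower in CK. The same counts were 23 and 4 in EWT and 14 and 3 in CK with library sizes from all fragments, so these directions did not flip. The change was higher in EWT for 27 of the 35 genes. It was between -3.93 and 6.00 on the log2 scale in EWT, with a median of 3.73, and between -2.20 and 4.92 in CK, with a median of 0.93. With all fragments these medians were 3.24 and 0.66, which includes the shift of all genes under that scaling. In CK, 6 of the genes were at 0 in a group. With these at their limit of detection, or left out where neither group was above it, the CK median over 29 genes was 1.27. The interaction at 12 h passed the DEG threshold for 16 genes with a higher change in EWT and 3 with a higher change in CK. Adjusted p-values moved this most, to 9 and 1. PEPCK genes were higher in EWT before waterlogging as well, with 15 higher and 2 lower than CK at 0 h. Of the 17 PEPCK genes that were clustered, 9 fell in the cluster of 2251 genes and 4 in the cluster of 2061 genes.

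The most abundant copy, evm_TU_scaffold_1217_113 on chromosome 18 from 12447732 to 12452103, rose from 14.8 ± 1.44 (SD, n = 4) FPKM at 0 h to 150.0 ± 54.8 (SD, n = 4) at 12 h in CK, and from 25.0 ± 5.03 (SD, n = 4) to 544 ± 36.4 (SD, n = 4) in EWT. The log2 fold changes were 3.25 in CK and 4.46 in EWT, and the interaction was 1.21 (standard error 0.38, adjusted p = 0.0304 from limma). Over 8 alternatives this adjusted p was 0.0162 to 0.0552. It was 0.0899 without CK 12 h replicate 4, and also above 0.05 without CK 0 h replicate 3, EWT 0 h replicate 1 or 3, or EWT 12 h replicate 4. Every EWT library at 12 h was above every CK library at 12 h (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow). The next most abundant copies, evm_TU_scaffold_2548_85 and evm_TU_scaffold_2548_84, are neighbours on chromosome 17. Their interactions at 12 h were 0.71 and 0.97, with adjusted p of 0.321 and 0.251 from limma.

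**Figure D2:**
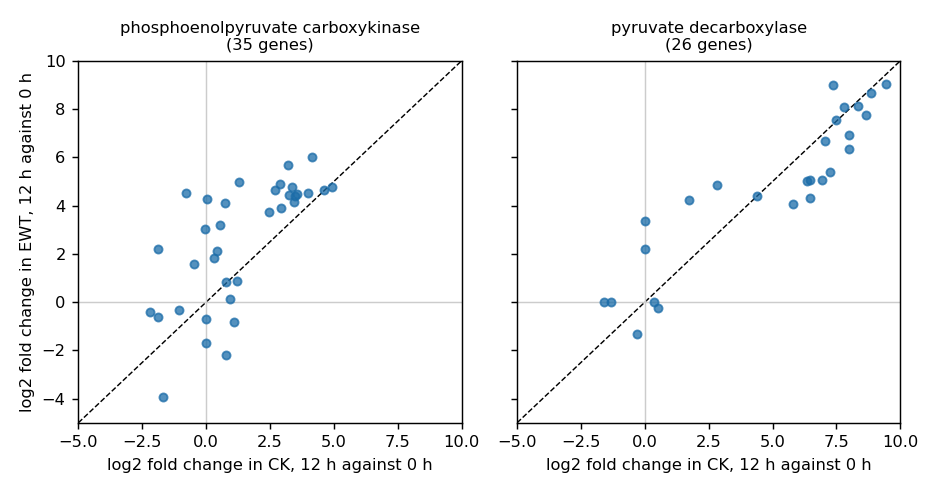
log2 fold change at 12 h against 0 h in CK (horizontal axis) and in EWT (vertical axis) for the 35 PEPCK and 26 pyruvate decarboxylase genes tested, 1 point per gene, from limma. Points above the dashed line of equality had the higher change in EWT, 27 of the 35 PEPCK genes and 10 of the 26 pyruvate decarboxylase genes. With library sizes from all fragments, the counts of higher and lower PEPCK genes kept their direction in both cultivars.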

The subsequent GO functional enrichment analysis revealed that the genes within the C6 group were predominantly associated with the sugar metabolism pathway, such as the “phosphoenolpyruvate carboxykinase (ATP) activity”, “monosaccharide biosynthetic process”, “glucose metabolic process”, and “monosaccharide metabolic process”. This suggests that EWT could promptly activate the energy metabolism pathway and accumulate additional energy resources to combat the stress during the initial phase (12 h) of waterlogging. On the other hand, cluster 9 (C9) exhibited a continuous increase in the gene expression levels in EWT, while only marginal changes were observed in CK. 

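A single cluster, of 2278 genes, had its highest centre in EWT at 24 h. Its median log2 change from 0 h to 24 h was 3.11 in EWT and 3.25 in CK, and the cultivars differed at 24 h by a median of -0.02. From 12 h to 24 h its genes rose further in EWT by a median of 0.13. The cluster of 2061 genes, in which EWT was above CK throughout, changed from 0 h to 24 h by a median of 2.51 in EWT and 0.78 in CK, or 1.33 in CK with genes at 0 in a group at their limit or left out. From 12 h to 24 h its median fell by 0.15 in EWT. Whether a cluster is highest in EWT at 24 h depended on the settings. No cluster was with 8 or 10 clusters, with a pseudocount of 1, or without replicate 2 of every group, while 3645 genes were in such clusters on standardised FPKM means and 4096 without replicate 1 of every group.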

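The annotation names 212 genes with alcohol dehydrogenase (ADH), 130 of them tested, and 557 with inositol, 338 of them tested. These words were searched in the whole annotation, which also holds names of protein domains. Both sets can therefore take in proteins other than the enzymes of alcohol fermentation or inositol metabolism, and their counts do not describe those enzymes alone. At 24 h against 0 h, 35 ADH genes were higher and 61 lower in EWT, and 37 were higher and 64 lower in CK. The interaction at 24 h passed the DEG threshold for 21 ADH genes with the higher change in EWT and 9 with the higher change in CK, or 16 and 5 with adjusted p-values. Among the inositol genes, 48 were higher and 131 lower in EWT at 24 h, and 50 were higher and 137 lower in CK. Their interaction at 24 h passed for 38 genes toward EWT and 26 toward CK, or 20 and 18 with adjusted p-values. At 12 h the inositol interaction counts were 31 toward EWT and 28 toward CK, and 22 and 34 with library sizes from all fragments. That scaling moves the 12 h interaction of genes in general by a median of -0.12, and the inositol median stayed above 0 (0.15 and 0.032), so which way these counts lean is not settled here. Of the clustered genes, the cluster of 2278 genes held 10 of 46 ADH and 6 of 72 inositol genes.

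The ADH gene with the highest mean over all 40 libraries, evm_TU_scaffold_1473_324 on chromosome 2 from 19713978 to 19715974, rose from 12.6 ± 6.17 (SD, n = 4) to 2396 ± 342 (SD, n = 4) FPKM at 24 h in CK and from 5.40 ± 1.61 (SD, n = 4) to 1727 ± 201 (SD, n = 4) in EWT. Its interaction at 24 h was 0.67 (standard error 0.33, adjusted p = 0.197 from limma). The next ADH genes by mean, evm_TU_scaffold_8363_149 and evm_TU_scaffold_8363_148, lie side by side on chromosome 16 and were above it in CK at 24 h, with 2871 and 2986 FPKM. They were lower in EWT than in CK at 24 h, by log2 differences of -2.08 and -3.02 (adjusted p = 2.7e-07 and 5.0e-11 from limma). Part of this was there at 0 h, with means of 2.96 against 7.73 FPKM and 0.608 against 2.09, and their interactions at 24 h were -0.95 and -1.45 (adjusted p = 0.134 and 0.0133 from limma, 0.0270 to 0.417 and 5.4e-06 to 0.450 over 8 alternatives). The first passed with 1 library left out, CK 0 h replicate 2 (0.00425), and the second passed in all 16 such fits. An inositol oxygenase 2-like gene, evm_TU_scaffold_8068_36 on chromosome 13 from 246120421 to 246122561, reached 264 ± 90.05 (SD, n = 4) FPKM at 24 h in CK and 693 ± 248 (SD, n = 4) in EWT. Its interaction at 24 h was 1.44 (standard error 0.48, adjusted p = 0.0405 from limma, 0.0264 to 0.0545 over 8 alternatives). That adjusted p rose to as much as 0.103 in the fits that left out 1 library. A second inositol oxygenase 2-like gene of nearly the same mean, evm_TU_scaffold_879_145, had an interaction at 24 h of 1.02 (adjusted p = 0.125 from limma). The inositol-annotated gene with the highest mean, evm_TU_scaffold_2926_82 on chromosome 19, matches a bacterial inositol 2-dehydrogenase, and its interaction at 24 h was -0.26 (adjusted p = 0.807 from limma).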

The functional enrichment analysis revealed that the genes in the C9 group were mainly associated with the alcohol metabolism pathway, such as the “inositol metabolic process”, “polyol metabolic process”, “alcohol metabolic process”, and “organic hydroxy compound metabolic process”, signifying that EWT could induce the expression of the genes involved in alcohol metabolism, which could generate energy and eliminate the toxic hydroxyls generated during the anaerobic respiration in the later stages (24 h) of waterlogging. In conclusion, the results of the functional enrichment analysis following gene clustering demonstrated that EWT could accelerate and enhance the upregulation of the genes in the energy metabolism pathways following waterlogging, thereby orchestrating waterlogging tolerance responses through a multifaceted approach (Figure 3). 

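Pyruvate decarboxylase (PDC) was annotated for 47 genes, 26 of them tested. At 12 h against 0 h, 21 were higher and 0 lower in EWT, and 18 were higher and 1 lower in CK, with the same majority when libraries were scaled by all fragments. The median log2 change was 5.04 in EWT and 6.46 in CK, or 5.57 over 22 genes and 6.65 over 24 genes with genes at 0 in a group at their limit or left out. The interaction at 12 h passed the DEG threshold for 3 genes with the higher change in EWT and 8 with the higher change in CK. The number with the higher change in EWT was 5 without CK 12 h replicate 4. By mean, the leading PDC gene was evm_TU_scaffold_535_88 on chromosome 12 from 115816953 to 115819862. It rose to 3971 ± 516 (SD, n = 4) FPKM in CK and 2791 ± 441 (SD, n = 4) in EWT, with an interaction of 0.09 (adjusted p = 0.895 from limma). evm_TU_scaffold_1489_554 on chromosome 11 rose from 7.23 ± 1.30 (SD, n = 4) to 1849 ± 229.6 (SD, n = 4) FPKM in CK and from 17.0 ± 2.39 (SD, n = 4) to 2081 ± 450.3 (SD, n = 4) in EWT, a smaller log2 change from a higher start, with an interaction of -1.07 (adjusted p = 0.0285 from limma, 0.00695 to 0.286 over 8 alternatives, and up to 0.0712 with 1 library left out). evm_TU_scaffold_11321_149 on chromosome 8 reached 1667 ± 84.4 (SD, n = 4) FPKM in CK and 381 ± 82.7 (SD, n = 4) in EWT. Its interaction was -1.87 (standard error 0.28, adjusted p = 1.1e-05 from limma, 1.5e-06 to 0.00152 over 8 alternatives).

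Pyruvate kinase was annotated for 130 genes, 59 of them tested. At 12 h, 12 were higher and 18 lower in EWT, and 21 were higher and 16 lower in CK, while in CK library sizes from all fragments gave 11 and 21. That scaling lowers the 12 h changes of all genes in CK, so the direction there is not settled. The interaction at 12 h passed for 2 genes toward EWT and 6 toward CK. evm_TU_scaffold_411_8 on chromosome 9 rose from 86.0 ± 6.39 (SD, n = 4) to 385 ± 30.5 (SD, n = 4) FPKM in CK and from 94.4 ± 10.4 (SD, n = 4) to 179 ± 25.9 (SD, n = 4) in EWT, an interaction of -1.25 (adjusted p = 0.00191 from limma, 2.6e-04 to 0.00375 over 8 alternatives). The other 2 of the 3 pyruvate kinase genes with the highest means, evm_TU_scaffold_8286_29 and evm_TU_scaffold_110_96, were higher in EWT than in CK at 12 h, with 596 ± 135 (SD, n = 4) against 205 ± 6.74 (SD, n = 4) FPKM and 256 ± 29.5 (SD, n = 4) against 117 ± 19.8 (SD, n = 4) (log2 differences 1.51 and 1.13, adjusted p = 3.5e-06 and 3.7e-05 from limma). At 0 h they were already higher, by 1.59 and 0.91, and their interactions at 12 h were -0.088 and 0.22 (adjusted p = 0.917 and 0.730 from limma). Hexokinase was annotated for 56 genes, 31 of them tested. At 12 h, 6 were higher and 9 lower in EWT, and 4 were higher and 13 lower in CK, and between the cultivars at 12 h 13 were higher in EWT and 4 lower, or 12 and 6 with library sizes from all fragments. The hexokinase interaction at 12 h passed for 6 genes toward EWT and 4 toward CK. None of the 3 hexokinase genes with the highest means was among them, and the smallest of their adjusted p was 0.847 from limma. From the terms enriched in its clusters, the paper concludes that EWT speeds up and strengthens the upregulation of energy metabolism genes after waterlogging. Enrichment of ontology terms was not analysed here.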

### 2.4. Mining the Waterlogging Tolerance Regulator Using WGCNA Analysis

To explore the key regulatory genes of EWT involved in the response to waterlogging stress, we performed a weighted gene co-expression network analysis (WGCNA) on the 36,798 DEGs and divided them into 25 modules (Figure 4a,b). The DEGs within the same module exhibited similar expression patterns, indicating tight co-regulation. The ‘pink’ module, comprising 707 DEGs with an r2 value of 0.8 and a *p*-value of 0.005, was subjected to further examination. Notably, the gene expression within the pink module showed an initial increase during the first 12 h of waterlogging, followed by a gradual decline in both experimental materials (Figure 4c). The elevation in the expression levels was more pronounced in EWT compared to CK, consistent with cluster 6 in Figure 3. 

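The gene list of the pink module was not used here. A narrower pattern was described instead, which leaves out the smaller rise in CK that the paper reports for the module. Tested genes were ranked by Pearson's r, over the 10 group means of log2(FPKM + 0.1), with a profile that is high in EWT at 12 h and equal elsewhere. With r of at least 0.8 there were 216 such genes. Having been picked for this pattern, they cannot test it. Their median log2 change from 0 h to 12 h was 3.19 in EWT and 0 in CK. With genes at 0 in a group set to their limit, it was 3.02 in EWT and 0.31 in CK, the latter over the 117 genes that then had a value. At 12 h they were higher in EWT than in CK by a median of 3.26, or 2.29 with genes at 0 in a group set to their limit. From 12 h to 24 h in EWT their median fell by 2.28. Of the 216 genes, 195 were higher at 12 h than at 0 h in EWT by the DEG thresholds, 16 were higher in CK, and for 152 the interaction at 12 h passed with the higher change in EWT. The number of genes depended strongly on the scale. It moved most with FPKM means in place of log2 values, to 2667, and it was 28 with r of at least 0.9, 1882 without the filter on low values and 196 to 228 with 1 replicate of every group left out. Of the genes clustered by c-means, 4 were among them.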

The genes co-expressed in this module were significantly enriched in the small-molecule catabolic processes, such as the “alpha-amino acid catabolic process” and the “oligosaccharide metabolic process” (Supplementary Figure S3). Subsequently, the genes from the ‘pink’ module were selected for edge and node calculations, which were used for gene network visualization. This analysis led to the identification of a gene labeled as CmTINY2, represented by the dark purple color (Figure 4d).

The transcriptome sequencing data revealed a significant upregulation of the *CmTINY2* expression in EWT after 12 h of waterlogging, while its expression remained unaffected in CK (Figure 5a). This disparity was further validated through qPCR experiments (Figure 5b and Supplementary Figure S4). Based on these findings, *CmTINY2* was identified as a potential candidate gene induced by waterlogging stress from the transcriptome data, suggesting its potential role in waterlogging tolerance. The subsequent analysis aimed to elucidate the functional mechanism of this gene.

### 2.5. CmTINY2 Is a Transcriptional Activator of DREB Subfamily

We cloned CmTINY2 from cDNA isolated from the roots of the chrysanthemum cultivar ‘EWT’. The full-length ORF of CmTINY2 was 741 bp and encoded 246 amino acids. The analysis of the protein sequence indicated the presence of a conserved AP2 domain and two CMIII motifs, suggesting that CmTINY2 belonged to the ERF-IIIs group (Figure 6a) [19]. Notably, the 14th and 19th amino acids within the AP2 domain of CmTINY2 were valine (V) and glutamic acid (E), respectively, indicating its membership in the DEHYDRATION-RESPONSIVE ELEMENT-BINDING PROTEINS (DREB) subfamily [30]. This set it apart from the known CmERFs associated with waterlogging tolerance (Figure 6a). The phylogenetic assessment also demonstrated that CmTINY2 shared a cluster with *Tanacetum cinerariifolium* TcTINY2 and exhibited distant relations with other reported ERF genes in chrysanthemums (Figure 6b). Therefore, we speculated that the study of CmTINY2 would help to refine the network of ERF transcription factors that regulate the waterlogging tolerance in chrysanthemums.

To clarify the subcellular localization of CmTINY2, we conducted transient expression experiments in the H2B-RFP transgenic *Nicotiana benthamiana* by infiltrating leaves with an *Agrobacterium tumefaciens* suspension carrying the 35S::GFP-CmTINY2 construct. The results showed that CmTINY2 was predominantly present in the nucleus, consistent with its homolog AtTINY2 (Figure 7a). In addition, we fused CmTINY2 with the GAL4-binding domain (BD) and expressed the recombinant protein in yeast to examine its transcriptional activity. The yeast cells transformed with the BD-CmTINY2 vector exhibited viability on a SD/Ade-His-Trp- medium, indicating that CmTINY2 possessed transcriptional activity, like its homologue AtTINY2 in arabidopsis (Figure 7b) [31]. 

### 2.6. CmTINY2 Influenced Waterlogging Tolerance Probably through Stomatal Regulation

According to Nakata et al., AtTINY2 has the capacity to enhance the production of the primary cell walls and make the plant more robust [32]. In this study, an examination was conducted on the stem phenotype in ‘Hangju’. However, no notable disparity in the vessel cell wall thickness was observed between the two materials (Supplementary Figure S5). The lack of a significant difference might be attributed to the limited duration of the CmTINY2 induction through the waterlogging treatment, which was insufficient to induce morphological alterations.

Based on the protein sequence analysis, TINY2 belongs to the DREB subfamily. However, it can activate the expression of the downstream DRE and *Ethylene-Responsive Element* (*ERE*) genes simultaneously [30]. AtTINY2 binds to ERE via the 15th amino acid in the AP2 domain and binds to the DRE gene via the 14th and 19th amino acids, which are the same in AtTINY2 and CmTINY2 (Figure 6). We also found that some DRE genes in *Chrysanthemum × morifolium* Ramat. with a core sequence of A/GCCGAC in the promoter region were upregulated after 3 h of waterlogging, as well as some other ERE genes containing the AGCCGCC sequence (Figure 8a–f), and they might be directly downstream of CmTINY2. 

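The identifiers in Figure 8a–f name 6 genes, whose group means are in that figure and had been seen when the tests were chosen. evm_TU_scaffold_1614_8 on chromosome 26 (76922900 to 76923739) holds a dehydrin domain, evm_TU_scaffold_1267_53 on chromosome 1 (334527292 to 334529085) matches a dehydration-associated protein, and evm_TU_scaffold_2838_17 on chromosome 20 (18034431 to 18034721) matches DREB1F of Arabidopsis. evm_TU_scaffold_398_5 on chromosome 11 (154909619 to 154923274) and evm_TU_scaffold_3249_12 on chromosome 12 (173995093 to 174006223) both match the kinase CTR1, have the same length of 2508 bases and may share reads. evm_TU_scaffold_10154_16 on chromosome 17 (330941135 to 330941688) has no match.

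At 3 h against 0 h, the mean was higher for 6 of 6 genes in CK and for 6 of 6 in EWT, although evm_TU_scaffold_1267_53 changed by only 0.05 and 0.01 on the log2 scale. By limma's adjusted p over all genes, 2 of the 6 passed 0.05 in CK and 2 in EWT. When adjusted over the list alone the numbers were 2 and 4, which is not independent evidence because the study chose the list on these libraries. evm_TU_scaffold_398_5 passed in both cultivars. evm_TU_scaffold_10154_16 passed in CK, from 7.25 ± 2.25 (SD, n = 4) to 16.8 ± 7.35 (SD, n = 4) FPKM (log2 fold change 1.10, adjusted p = 0.0251 from limma, 0.0239 to 0.132 over 8 alternatives). It no longer passed without CK 0 h replicate 4 (0.123) or CK 3 h replicate 1, 2 or 4 (0.0865, 0.0860 and 0.0874). In EWT its log2 fold change was 0.95 (adjusted p = 0.0625 from limma, 0.0529 to 0.234 over 8 alternatives), which passed without EWT 0 h replicate 3 or 4 (0.0369 and 0.0396) or EWT 3 h replicate 1 (0.0389). evm_TU_scaffold_3249_12 passed in EWT, from 3.94 ± 0.937 (SD, n = 4) to 8.33 ± 1.26 (SD, n = 4) FPKM (log2 fold change 1.08, adjusted p = 0.00335 from limma). In CK its change was 0.62 (adjusted p = 0.0941 from limma, 0.0570 to 0.127 over 8 alternatives, and 0.0448 without CK 3 h replicate 2). evm_TU_scaffold_2838_17 had 0 fragments in CK at 0 h and a mean of 0.664 ± 1.03 (SD, n = 4) FPKM at 3 h, with log2 changes of 1.76 in CK and 2.05 in EWT that depend on the pseudocount and did not pass (adjusted p = 0.0998 and 0.0575 from limma). Over 8 alternatives these were 0.0957 to 0.413 and 0.0247 to 0.287. Both passed without 1 library, in CK without replicate 2 or 4 at 3 h (0.0347 each) and in EWT without replicate 4 at 0 h (0.0239). No interaction at 3 h passed for the 6 genes by limma, whether adjusted over all genes or adjusted over the list alone, and the smallest unadjusted p was 0.256.

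At 12 h all 6 genes passed in EWT and 4 in CK, with the same numbers adjusted over the list alone. In CK, evm_TU_scaffold_1267_53 passed narrowly (log2 fold change 0.89, adjusted p = 0.0423 from limma, 0.0259 to 0.377 over 8 alternatives). It did not pass without CK 0 h replicate 3 or 4 (0.111 and 0.0803) or CK 12 h replicate 1 or 4 (0.0967 and 0.127). Between the cultivars at 12 h, 4 of the 6 passed, by either adjustment, and all 6 means were higher in EWT. evm_TU_scaffold_3249_12 reached 14.5 ± 2.62 (SD, n = 4) FPKM in EWT against 4.45 ± 1.29 (SD, n = 4) in CK. Its interaction at 12 h was 1.86 (standard error 0.40, adjusted p = 0.00134 from limma, 3.6e-04 to 0.00409 over 8 alternatives, below 0.05 in all 16 fits that left out 1 library). Adjusted over the list alone this p was 2.5e-04. evm_TU_scaffold_2838_17 rose at 12 h to 7.14 ± 2.98 (SD, n = 4) FPKM in CK, at least 20.53-fold above the limit of detection at 0 h, and to 19.0 ± 3.52 (SD, n = 4) in EWT, and the difference between the cultivars did not pass by limma (log2 difference 1.48, adjusted p = 0.141, 4.6e-04 to 0.458 over 8 alternatives). evm_TU_scaffold_1614_8 was higher in EWT than in CK at 12 h, 108 ± 16.4 (SD, n = 4) against 51.3 ± 15.2 (SD, n = 4) FPKM, without passing by limma (log2 difference 1.11, adjusted p = 0.0887, 0.00736 to 0.119 over 8 alternatives). evm_TU_scaffold_1267_53 reached 7.78 ± 0.685 (SD, n = 4) FPKM in EWT against 3.79 ± 1.16 (SD, n = 4) in CK (log2 difference 1.06, adjusted p = 0.0179 from limma, 0.00817 to 0.0463 over 8 alternatives, 0.0653 without CK 12 h replicate 3). evm_TU_scaffold_10154_16 reached 307 ± 16.4 (SD, n = 4) and 134 ± 35.4 (SD, n = 4) FPKM (log2 difference 1.23, adjusted p = 0.00826 from limma). At 12 h each EWT library was above each CK library for all 6 genes (exact permutation test, two-sided, p = 0.0286 for each).

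**Figure D3:**
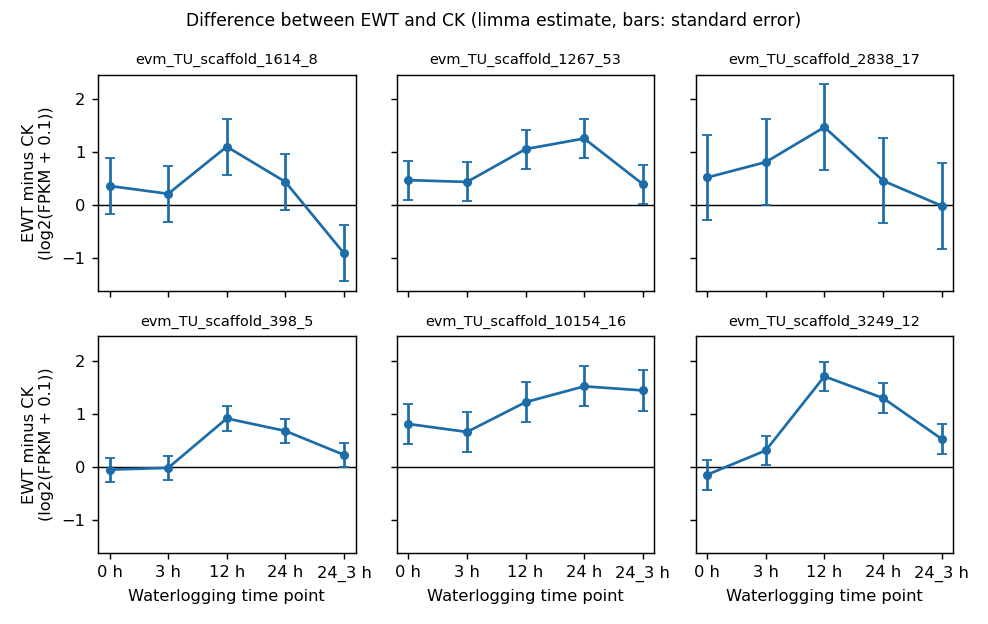
Difference between EWT and CK in mean log2(FPKM + 0.1), as limma's estimate with its standard error, for the 6 genes at 0 h, 3 h, 12 h, 24 h and 24_3 h, each group with 4 libraries. The horizontal line marks no difference. At 12 h the estimates of all 6 genes are above 0, and with library sizes from all fragments their median was 1.07.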

In *Arabidopsis thaliana*, the homolog of evm_TU_scaffold_398_5, one of the ERE genes has been reported to be involved in the regulation of stomatal vapor pressure difference signaling [33]. Thus, the stomatal size of both plant materials was assessed after 0, 3, and 24 h of waterlogging treatment. Remarkably, the stomatal aperture of EWT decreased significantly after 24 h of waterlogging, whereas this effect was not observed in CK (Figure 8g,h). 

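The paper measured stomata on leaves, whereas all libraries here are from roots, so the values below do not show expression in leaves or guard cells. In CK roots the FPKM of evm_TU_scaffold_398_5 was 9.58 ± 1.08 (SD, n = 4) at 0 h, 17.0 ± 3.06 (SD, n = 4) at 3 h, 19.5 ± 4.19 (SD, n = 4) at 12 h and 15.0 ± 5.29 (SD, n = 4) at 24 h. In EWT the same time points gave 9.45 ± 2.41 (SD, n = 4), 16.9 ± 3.23 (SD, n = 4), 36.7 ± 6.38 (SD, n = 4) and 23.9 ± 8.14 (SD, n = 4). At 3 h the log2 fold change against 0 h was 0.81 in CK and 0.84 in EWT (standard error 0.23 for each, adjusted p = 0.00600 and 0.00498 from limma). All 4 libraries at 3 h were above all 4 at 0 h in both cultivars (exact permutation test, two-sided, p = 0.0286). At 12 h the log2 fold changes were 1.00 and 1.96 (adjusted p = 4.0e-04 and 4.9e-09 from limma). By 24 h the change was 1.31 in EWT (adjusted p = 9.9e-06 from limma) and 0.58 in CK (adjusted p = 0.0316 from limma, 0.0163 to 0.644 over 8 alternatives). The CK change at 24 h rests on single libraries, since its adjusted p was 0.0587, 0.0749 and 0.0590 without CK 0 h replicate 2, 3 or 4, and 0.180 and 0.0914 without CK 24 h replicate 1 or 2. The exact permutation test gave a two-sided p of 0.0857 for it.

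The interaction at 3 h was 0.03 with the same precision as that at 12 h, so a difference between the cultivars in the early rise was not detectable. At 12 h it was 0.97 (standard error 0.32, adjusted p = 0.0468 from limma, 0.0292 to 0.0914 over 8 alternatives, 4 of which passed 0.05). Adjusted over the list of 6 genes alone it was 0.0155. With 1 library left out it passed in 6 of 16 fits, with an adjusted p of 0.0306 to 0.113. At 24 h it was 0.73 (adjusted p = 0.145 from limma). At the same time point EWT was above CK by a log2 difference of 0.68 (adjusted p = 0.0144 from limma, 0.00572 to 0.130 over 8 alternatives, exact permutation p = 0.114, two-sided). That difference did not pass without CK 24 h replicate 3 or 4 (0.0714 and 0.0679) or EWT 24 h replicate 1 (0.105). The similar kinase gene evm_TU_scaffold_3249_12 limits these values, because reads from either copy could have been counted on the other. A link between these root values and the stomatal aperture of leaves was not tested.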

Given the increased expression of *evm_TU_scaffold_398_5* during the 3 h to 24 h period of waterlogging, we postulated that CmTINY2 could potentially impact the regulation of the stomatal aperture by influencing the expression of *evm_TU_scaffold_398_5*, thereby modulating the waterlogging tolerance response.

## 3. Discussion

### 3.1. EWT Shows Excellent Waterlogging Tolerance

Waterlogging removes air from the soil pores, impeding the gas exchange between the soil and the atmosphere. This limitation results in decreased root respiration, suppressed root activity, and energy deficiency [34]. In our study, EWT showed higher respiratory activity after waterlogging by activating crucial genes related to the alcohol metabolism pathway and the sugar metabolism pathway. This mechanism boosted the plant’s energy supply and assisted in eliminating the toxic substances accumulated due to hypoxia. Prior research indicates a strong correlation between the capacity of plants to endure waterlogging conditions and their energy metabolism pathways [10,13]. For example, the enzyme ADH, crucial in ethanol metabolism, is notably affected by waterlogging stress in different plants, such as *Tritcum aestivum* [35], *Cerasus sachalinensis* [36], and *Chrysanthemum* × *morifolium* [13,26]. The waterlogging-sensitive plants *CmERF4*-OX also show reduced expression of *ADH* and other genes associated with energy metabolism like *PYRUVATE KINASE* (*PK*) and *HEXOKINASE-2-like* (*HK2-like*) [15]. As the specific signaling pathways involved remain unclear, future investigations will delve deeper into the pivotal genes governing the energy metabolism following waterlogging in EWT, aiming to elucidate the underlying mechanism.

As waterlogging progresses, the deteriorating primary roots lose their capacity to supply the plant with essential water and nutrients [37]. Consequently, the emergence of adventitious roots serves as an adaptive mechanism in plants to address this issue [13]. Our research findings also revealed that EWT exhibited more accelerated and more advanced aerial root growth compared to CK following the waterlogging treatment. Moreover, the microscopic analysis indicated that EWT displayed enhanced vascular bundles and more mature aerial tissues, suggesting a morphological and structural basis for the waterlogging tolerance. This observation further elucidated the heightened adaptability of EWT to inundation.

Tang et al. utilized simulated waterlogging in pots to assess the waterlogging tolerance of 54 tea chrysanthemum varieties and identified ‘Hangju’ as the most waterlogging-tolerant variety based on the average membership function values of waterlogging (MFVW) [7]. Our study corroborated these findings, demonstrating the robust waterlogging tolerance of ‘Hangju’. For instance, the seedlings subjected to 8 days of waterlogging only perished when completely submerged, while those with flooded roots were able to develop aerial roots to sustain growth, as observed in both the EWT and CK materials. Nevertheless, it is important to highlight that root respiration inhibition and the accumulation of harmful substances during waterlogging stress adversely impacted both the vegetative and reproductive growth. The field trials confirmed a notable decrease in the CK yield after 24 h of flooding despite the plant survival. High levels of soil moisture content have been observed to have a suppressive effect on both the ray florets (RFs) and disc florets (DFs) within the inflorescence morphology. Furthermore, the altered expression of the *FLAVONOL SYNTHASE* (*FLS*) gene impacted not only the floral development but also the quality of the ‘Hangju’ products [28]. Due to the increasingly severe weather patterns and frequent instances of flooding [9], there is considerable potential for the widespread adoption of waterlogging-resistant cultivar EWT, which has shown the ability to sustain high yields and ensure consistent production. On the other hand, further exploration of this cultivar may lead to the discovery of crucial waterlogging-resistant genes in chrysanthemums and the elucidation of the signaling regulatory mechanisms that enable chrysanthemums to cope with flooding events.

### 3.2. CmTINY2 Is an ERF Transcription Factor Induced by Waterlogging Treatment

Through WGCNA, the key regulatory gene *CmTINY2* associated with waterlogging tolerance was identified in EWT. The subsequent protein sequence analysis revealed its classification within the III subfamily of ERF transcription factors. The subgroup III genes, to which CmTINY2 belongs, have been extensively researched and are known to be involved in various abiotic stresses, such as low-temperature stress, salt stress, and drought stress [19,38,39,40]. For instance, the subgroup III gene *ERF5* in tomato is upregulated in response to abiotic stresses such as flooding. The transgenic lines overexpressing this gene exhibit enhanced resistance to abiotic stresses [41]. The investigations on *Medicago sativa* L. and *Sesamum indicum* L. have also indicated that the genes within the III subfamily are likely associated with the functions related to abiotic stresses [25,42].

The signaling pathway of the subfamily VII ERFs involved in enhancing the waterlogging tolerance in plants has been extensively studied. The genetic roles of the VII ERFs in chrysanthemums, such as CmHRE2 and CmRAP2.3, have been confirmed in previous research [16,18]. Recent investigations have also identified the participation of CmERF4 from the subfamily VIII ERFs and CmERF5 from the subfamily IX ERFs in waterlogging tolerance mechanisms [15,16]. Our experiments examined the gene expression levels through transcriptome analysis and qPCR validation. The results revealed that *CmHRE2*, *CmRAP2.3*, and *CmERF4* were upregulated under waterlogging conditions, with higher expression in EWT compared to CK. It has been reported that *CmHRE2* and *CmRAP2.3* play positive roles in enhancing waterlogging tolerance, potentially contributing to the tolerance phenotype of EWT. While CmERF4 acts as a negative regulator, its elevated expression may suggest a negative feedback mechanism aimed at reaching equilibrium, which requires additional experimental validation.

### 3.3. CmTINY2 Might Be Involved in the Regulation of Stomatal Movement in EWT

To explore the role of *CmTINY2* in waterlogging tolerance, we cloned the gene with its homologous *AtTINY2* in *Arabidopsis thaliana*. The experiments showed that both proteins were localized in the nucleus and exhibited transcriptional activating activity. Previous research has demonstrated that the overexpression of AtTINY2-VP16 can induce cell wall thickening and modify lignin composition and deposition [32]. In this study, we assessed the cell wall thickness of both materials before and after the waterlogging treatment; however, no discernible differences were observed.

Stomata play a crucial role in plant physiology as they are vital for processes such as photosynthesis and respiration. In chrysanthemums, it has been observed that waterlogging induces stomatal closure [43], and waterlogging-tolerant varieties always exhibit earlier stomatal closure compared to waterlogging-sensitive varieties [44]. It has also been reported that AtTINY positively regulates the drought response by inducing the expression of drought-responsive genes and promoting abscisic acid (ABA)-regulated stomatal closure [40]. Our findings indicated that, after 24 h of waterlogging, EWT demonstrated greater efficacy in inducing stomatal closure compared to CK. This might be associated with the upregulation of a potential downstream ERE gene *evm_TU_scaffold_398_5*. According to protein BLAST, the homologous gene of *evm_TU_scaffold_398_5* in *Arabidopsis thaliana* is *RAF6*, a mitogen-activated protein (MAP) kinase. Research has indicated that *RAF6* plays a role in the complex mechanism of stomatal closure mediated by the leaf-to-air vapor pressure difference [33]. Nevertheless, the direct regulatory relationship between the three entities must be validated with further experimental data.

## 4. Materials and Methods

### 4.1. Plant Materials

A common cultivar of *Chrysanthemum* × *morifolium* cv. ‘Hangju’ named ‘zaoxiaoyangju’ was used as the waterlogging-sensitive control (CK) in this study. Both EWT and CK were stored and propagated from cuttings in the field of Tongxiang, YuanYuan Edible Flower Professional Cooperative (120.46° E, 30.62° N; altitude: 5 m). The cultivation of aseptic ‘Hangju’ seedlings was described by Yan et al. [45]. The experiment was conducted in a greenhouse at 28 °C with a 12 h/12 h photoperiod. *Nicotiana benthamiana* for transient expression was grown at 22 °C with a 12 h/12 h photoperiod.

### 4.2. Waterlogging Treatment of Chrysanthemums

For the seedling waterlogging treatment, 8-week-old seedlings of EWT and CK were subjected to waterlogging stress by submerging them in water up to 2 cm above the upper leaves (most of experiments in our study) or soil surface (only for Figure 2d). After 8 days of continuous waterlogging, the water was drained and the plants were kept under normal growth conditions. Two days later, the plants were photographed to record the phenotype and the survival rate was counted. Experiments were independently repeated four times with more than four individuals of each material.

For the field waterlogging treatment, 4-month-old plants of EWT and CK were subjected to field flooding by submerging them in water up to 5 cm above the soil surface for 24 h in September, and the yield of each field was measured at the full flowering stage on 10 November from more than 5 individual plants.

### 4.3. RNA Extraction, RNA-Seq Library Construction, and Sequencing

Root samples of EWT and CK seedlings were collected immediately at 0, 3, 12, and 24 h after waterlogging and 24 h after waterlogging with 3 h of reoxygenation (24_3 h). Each sample contained four biological replicates. Total RNA was extracted using the Tiangen RNA Extraction Kit with the RNase-Free DNase Set (Tiangen Biotech, Beijing, China) according to the manufacturer’s instructions.

Libraries for mRNA-seq were constructed and sequenced by Novogene (Beijing, China). Briefly, RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). mRNAs were isolated from total RNAs by poly(A) selection, fragmented into short fragments, and converted to cDNAs. cDNAs were ligated to adapters and the suitable fragments were selected for PCR amplification as templates. All the RNA-seq libraries were pair-end sequenced on an Illumina Novaseq platform. All raw data generated in this research have been submitted to the Gene Expression Omnibus (GEO) repository under GSE269106.

### 4.4. RNA-Seq Data Analysis

Analysis of the mRNA sequencing data was performed as reported [46]. Low-quality reads were removed, and adapters were trimmed to obtain clean reads, which were mapped to the reference genome [29], using HISAT2 2.0.5. The expression level of each gene was calculated as the FPKM value (fragments per kilobase of transcript per million mapped reads). Differentially expressed genes (DEGs) were identified using the DEseq2 1.20.0 R package with filtering criteria of *p*-value ≤ 0.05 and fold change ≥ 2. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the annotated DEGs was performed on the NovoMagic System (https://magic.novogene.com/ (accessed on 1 August 2023)). Expression data for all genes at all submergence time points are provided in Supplementary Data S1.

Principal component analysis was performed using FactoMineR 2.9 and factoextra R 1.0.7 packages. Mfuzz clustering was conducted to classify the identified DEG expression patterns using ClusterGVis 0.1.1 R package. Weighted gene co-expression network analysis (WGCNA) was performed on the NovoMagic System (https://magic.novogene.com/). The parameters for WGCNA were set as follows: power = 10; hierarchical clustering tree, Dynamic Hybrid Tree Cut algorithm; minimum module size, 30; and minimum height for merging modules, 0.25. Co-expression networks were visualized using Cytoscape 3.10.1 software with the weight cutoff ≥ 0.4.

### 4.5. Fluorescence Quantitative Polymerase Chain Reaction (qPCR) Analysis

Total RNA (approximately 1 μg) was converted to cDNA using ReverTra Ace qPCR RT Master Mix with the gDNA Remover kit (TOYOBO, Japan) according to the manufacturer’s instructions. The qPCR was performed using a LightCycler^®^ 96 SW 1.1 (Roche, Basel, Switzerland) with SYBR Premix Ex Taq (Takara, Shiga, Japan) following the manufacturer’s instructions. *CmActin* was used as an internal control to normalize expression levels, and the 2^−ΔΔCT^ method was used to calculate the relative expression levels with four biological replicates. Primers used are listed in Supplementary Data S2.

### 4.6. Isolation and Sequence Analysis

For the construction of *CmTINY2* and *AtTINY2* overexpression plasmids, the full-length coding sequences of *CmTINY2* and *AtTINY2* were amplified from cDNA using primer pairs CmTINY2_IN_F/R and AtTINY2_IN_F/R and cloned into binary vector PCambia 1300 with GFP tag. Primers used are listed in Supplementary Data S2. 

We used Jalview 2.11.3.2 software to perform multiple sequence alignment among the CmTINY2 protein homologs from the GenBank (https://www.ncbi.nlm.nih.gov (accessed on 1 August 2023)). A Maximum Likelihood phylogeny tree was constructed using MEGA 11 software with 1000 bootstrap replicates.

### 4.7. Subcellular Localization

p35S::GFP-CmTINY2 and p35S::GFP-AtTINY2 were separately transformed into Agrobacterium strain GV3101. Overnight cultures (12–16 h) of Agrobacterium were collected by centrifugation and resuspended in MES buffer (10 mM MgCl_2_; 10 mM MES; 100 μM acetosyringone; pH 5.6). The concentration of the bacterial suspension was adjusted to OD_600_ of 0.8 and incubated at 28–30 °C for 3 h before infiltration. Leaves of 4-week-old transgenic *N. benthamiana* 35S::H2B-RFP were syringe-infiltrated with the suspensions. Confocal microscopy with Zeiss LSM 880 (Jena, Germany) was performed to observe GFP activity between 36 and 48 h. Primers used are listed in Supplementary Data S2.

### 4.8. Transcriptional Activity Analysis

The CmTINY2 and AtTINY2 full-length ORFs were inserted into the pGBKT7 vector. The plasmids including the negative control (pGBKT7 empty vector) were used to transform into AH109 yeast cells in a synthetic defined medium without tryptophan (SD/-Trp). After 3 days at 30 °C, the yeast cells were cultured on the synthetic defined medium lacking tryptophan, histidine, and adenine (SD/-Trp-His-Ade). The growth of the yeast cells in the medium was observed to determine the transcriptional activity of the plasmids. Primers used are listed in Supplementary Data S2.

### 4.9. Microscopic Observation

The stem bases (within 0.5 cm above the junction of the root and stem) of 8-week-old chrysanthemum materials before and after 6 days of waterlogging were sampled and placed in FAA (4% paraformaldehyde, 15% acetic acid, and 50% ethanol) for 24 h and then sent to Hangzhou Haoke Biotechnology Company (Hangzhou, China) for paraffin section staining and imaging. The steps were as follows. A dehydrator (Hubei Beno Medical Technology Co., Ltd., Daye, China), a biological tissue automatic embedding machine (Hubei Beno Medical Technology Co., Ltd., Daye, China), and a rotary slicer HistoCoreBIOCUT (Leica Microsystems Shanghai Co., Ltd., Shanghai, China) were utilized for the sequential processes of dehydration, embedding, and sectioning to obtain paraffin sections. The sections were immersed in xylene for 20 min, another xylene for 20 min, 100% ethanol for 5 min, another 100% ethanol for 5 min, and finally in 75% ethanol for 5 min before being washed with water. Subsequently, the sections were stained with toluidine blue dye for 3–6 min [47], washed again, and dried in the oven HPF-50 (Shanghai Yuejin Medical Equipment Co., Ltd., Shanghai, China). Put the sections into xylene for 5 min to clear, remove the sections from the xylene to dry slightly, and seal the sections with neutral gum. Image acquisition and analysis were performed using the microscope ECLIPSE E100 (Nikon, Tokyo, Japan). Five seedlings from each group were selected, and one sample was taken from the base of each seedling. This experiment was repeated three times independently.

To investigate the effects of waterlogging on stomatal movement, 8-week-old chrysanthemum materials were exposed to light for 3 h. Once the stomata were fully open, the plants were submerged. At each designated time point, the epidermal strips were immediately peeled from the abaxial surface of the expanded leaves and stomatal aperture images were captured using a Nikon Eclipse Ni microscope equipped with a Nikon DS-Fi2 digital camera (Japan). For each type, we selected three leaf samples to observe, measuring a total of 80 stomatal diameters. Adobe Photoshop 2020 was utilized for measuring specific areas. This experiment was repeated three times independently.

### 4.10. Statistical Analysis

For qRT-PCR analyses, waterlogging tolerance assays, agronomic trait assessments, and physiological assays, significant differences between experimental group and the corresponding controls were analyzed using two-tailed Student’s *t*-test for pairwise comparisons or two-way ANOVA analysis with Tukey’s multiple comparison test as specified in the figure legends. Detailed information about statistical analysis values for all analyses is provided in Supplementary Data S3.

### 4.11. Accession Numbers

Sequencing data of this study are available at the National Center for Biotechnology Information (https://www.ncbi.nlm.nih.gov/bioproject/ (accessed on 23 July 2024)) with the GEO accession number GSE269106.

## Figures and Tables

**Figure 1:**
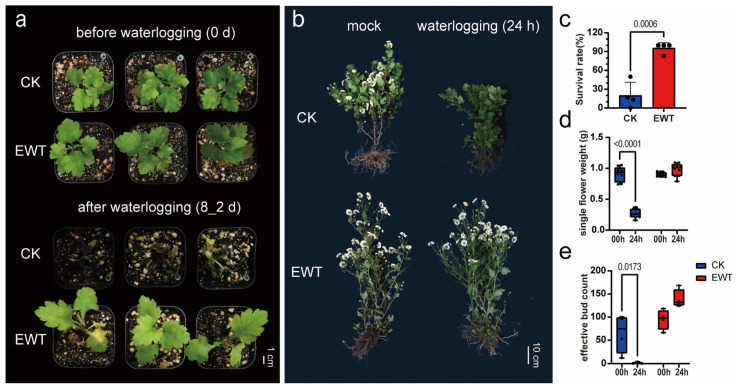
EWT shows strong waterlogging tolerance. (**a**) The seedling-stage phenotype of two ‘Hangju’ cultivars, EWT and CK, before (**top panel**) and after (**bottom panel**) waterlogging treatment. Scale bars, 1 cm. (**b**) The harvest-stage phenotypes of EWT and CK with and without 24 h waterlogging treatment in the field. Scale bars, 10 cm. (**c**) The survival rate of chrysanthemum seedlings treated with waterlogging. The average values (±s.d., *n* = 4, biologically independent samples) are shown. (**d**,**e**) The weight of single flower (**d**) and the number of effective buds (**e**) of EWT and CK with or without 24 h waterlogging treatment in the field. Data are displayed as box and whisker plots with individual data points (*n* > 3, biologically independent samples). The error bars represent maximum and minimum values. Center line, median; box limits, 25th and 75th percentiles. Significant differences were determined by Student’s *t*-test (**c**) or two-way ANOVA (**d**,**e**) with Tukey’s HSD post hoc analysis. Exact *p*-values are provided above the bars. CK refers to ‘zaoxiaoyangju’; EWT refers to a new chrysanthemum cultivar called ‘Enhanced Waterlogging Tolerance’.

**Figure 2:**
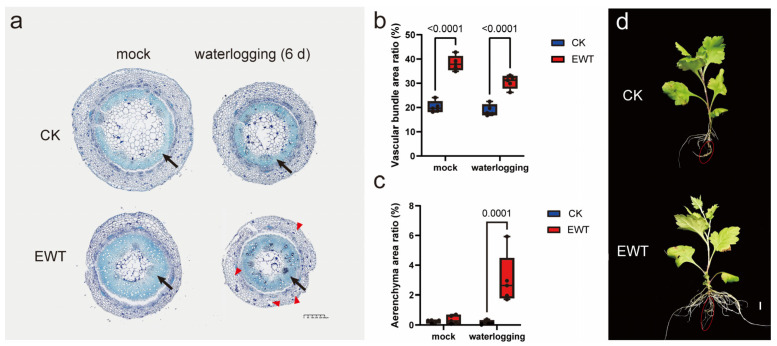
EWT has a more developed aeration tissue structure. (**a**) Transverse sections of stem bases of EWT and CK before and after waterlogging. Scale bars, 400 μm. (**b**) The percentage area of vascular bundles before and after flooding (black arrows in (**a**)). (**c**) The percentage area of aeration tissues before and after flooding (red arrows in (**a**)). Data are displayed as box and whisker plots with individual data points (*n* = 5, biologically independent samples). Exact *p*-values are indicated above the bars. (**d**) Four-week waterlogging-induced aerial roots in ‘Hangju’ (old roots are shown as red circle and the rest are new aerial roots). Scale bars, 1 cm. CK refers to ‘zaoxiaoyangju’; EWT refers to a new chrysanthemum cultivar called ‘Enhanced Waterlogging Tolerance’.

**Figure 3:**
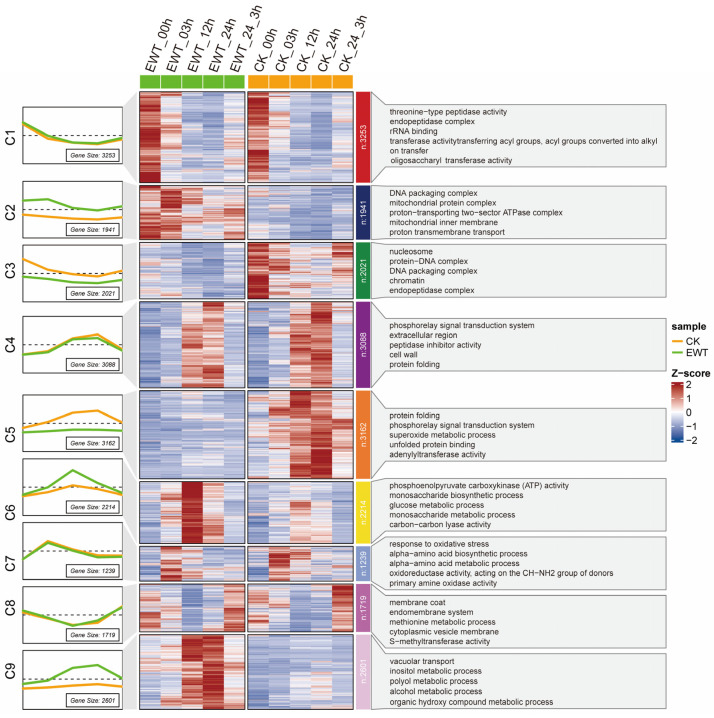
Clustering analysis of the transcriptomes of EWT and CK after waterlogging treatment. Expression pattern and functional enrichment analysis of genes in different clusters using ClusterGVis R package. The line chart (left panel) and the heatmap (middle panel) of gene expression in 9 clusters; green represents EWT root tissues, while orange represents CK root tissues. The number of genes in each cluster is shown in the lower right corner of the line chart. The top 5 functional enrichment results with the most significant differences in each cluster are listed (right panel). CK refers to ‘zaoxiaoyangju’; EWT refers to a new chrysanthemum cultivar called ‘Enhanced Waterlogging Tolerance’.

**Figure 4:**
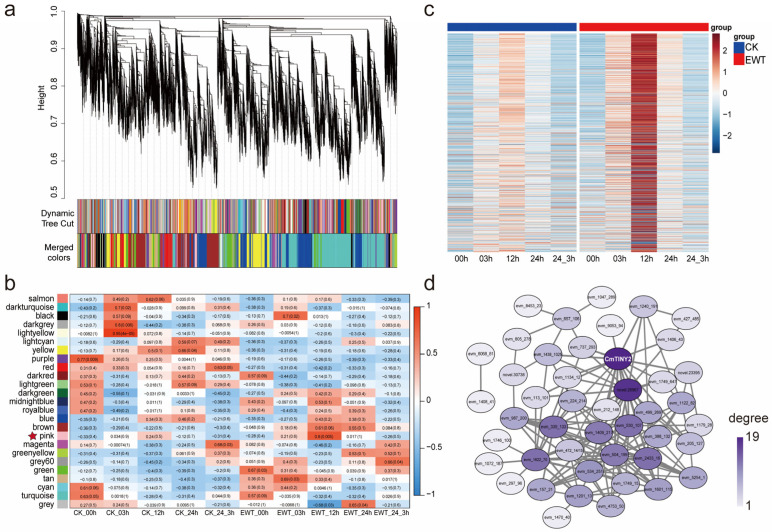
WGCNA for DEGs identified in ‘Hangju’ under waterlogging treatment. (**a**) Identification of co-expression gene modules using a hierarchical clustering tree. The 25 identified modules are indicated by different colors. (**b**) Heatmap showing the correlation between gene modules and sample groups. In each cell, the left number represents the correlation and the right number in parentheses represents the significance. The ‘pink’ module of interest is marked by asterisks. (**c**) Heatmap of the expression pattern of genes in the ‘pink’ modules. (**d**) Topological illustration of the ‘pink’ co-expression module. Line thickness indicates the strength of the connection. The darker the color, the more closely related it is to other genes and the more likely it is to be a hub gene.

**Figure 5:**
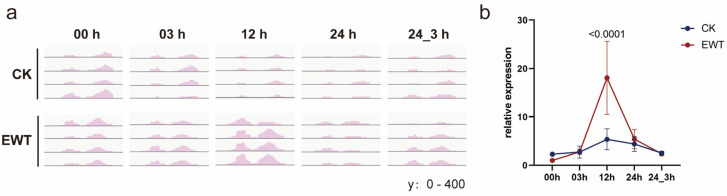
*CmTINY2* is induced during waterlogging treatment. (**a**) Genome browser view of *CmTINY2* mRNAs in the roots of CK and EWT. (**b**) qPCR analysis of the relative expression of *CmTINY2* in two materials during waterlogging. *CmActin* was used as an internal control. The average values (±s.d., *n* = 4, biologically independent samples) are shown. Significant differences were determined by two-way ANOVA with Tukey’s HSD post hoc analysis. Exact *p*-values are shown above the bars. CK refers to ‘zaoxiaoyangju’; EWT refers to a new chrysanthemum cultivar called ‘Enhanced Waterlogging Tolerance’.

**Figure 6:**
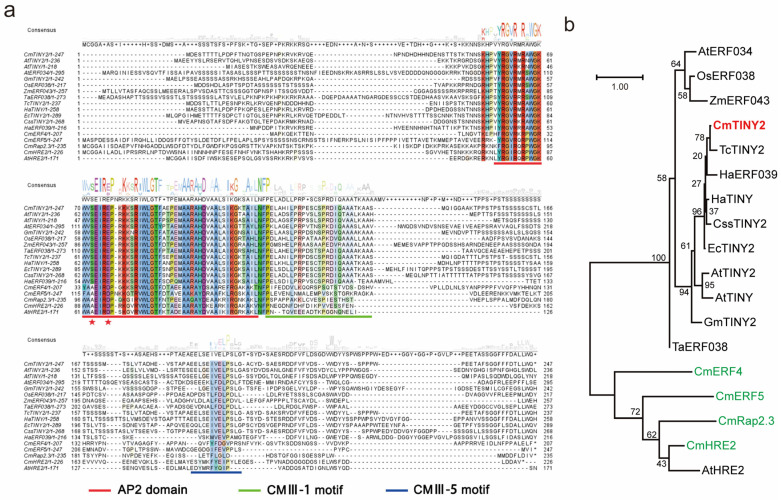
Sequence alignments and phylogenetic analysis of CmTINY2. (**a**) Polypeptide sequence alignment of CmTINY2 and its orthologous and paralogous ERF proteins. The AP2 domain is marked with a red line. The 14th (V or A) and 19th (E or D) amino acids in the AP2 domain are marked by asterisks. CMIII-1 and CMIII-5 are marked by green and blue lines, respectively. (**b**) Phylogenetic tree of CmTINY2 (marked in red) and other ERF proteins of *Arabidopsis thaliana* [AtERF034 (AT2G44940.1), AtTINY2 (AT5G11590.1), AtTINY (AT5G25810.1), and AtHRE2 (AT2G47520.1)], *Oryza sativa* [OsERF038 (XP_015634439.1)], *Zea mays* [ZmERF043 (XP_008646011.1)], *Tanacetum cinerariifolium* [TcTINY2 (GFA17976.1)], *Helianthus annuus* [HaTINY (XP_021990459.1)], *Cynara cardunculus var. scolymus* [CssTINY2 (XP_024980282.1)], *Erigeron canadensis* [EcTINY2 (XP_043624060.1)], *Glycine max* [GmTINY2 (XP_003530573.1)], *Triticum aestivum* [TaERF038 (XP_044328597.1)], and *Chrysanthemum* × *morifolium* Ramat. [CmERF4, CmERF5, CmRap2.3, and CmHRE2]. The known CmERFs associated with waterlogging tolerance are marked in green. The scale bar (1.00) indicates branch length.

**Figure 7:**
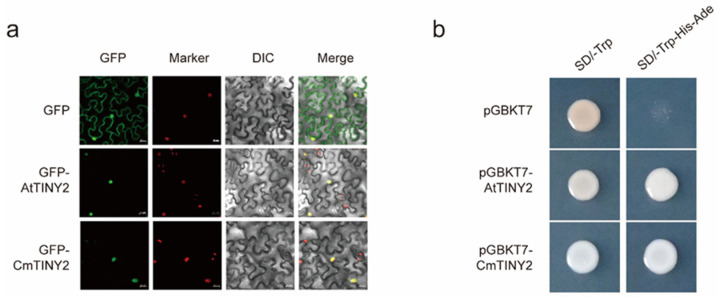
Subcellular localization and transactivation analysis of CmTINY2. (**a**) Subcellular localization of AtTINY2 and CmTINY2 in H2B-RFP transgenic *N. benthamiana* leaves. GFP, images taken in the green fluorescence channel; marker, nuclear localization with red fluorescent protein; DIC, images taken in the bright light channel; merged, overlay plots. Scale bar, 20 μm. (**b**) Analysis of the transcriptional activity of AtTINY2 and CmTINY2 in yeast cells; pGBKT7 served as a negative control.

**Figure 8:**
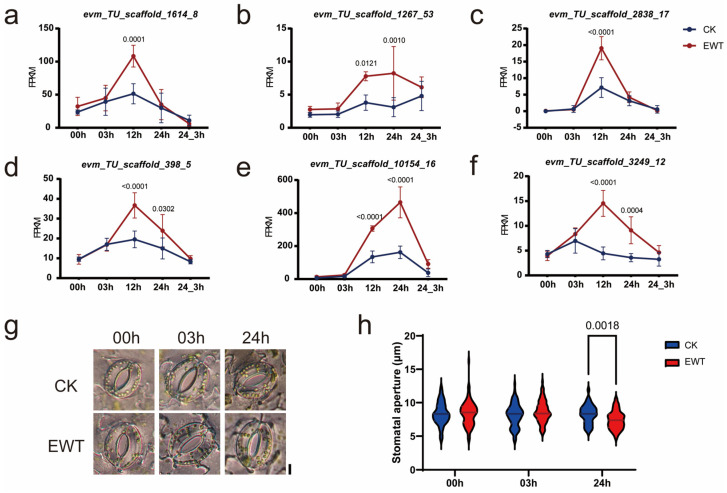
The expression of DRE and ERE genes and the stomatal aperture of ‘Hangju’ under different stages of waterlogging treatment. (**a**–**f**) Expression of DRE (**a**–**c**) and ERE (**d**–**f**) genes in two materials at the indicated time points during waterlogging. Data points show expression levels as average FPKM (fragments per kilobase of exon per million fragments mapped) in four biological replicates. The average values (±s.d., *n* = 4, biologically independent samples) are shown. (**g**) Representative images of stomata on the lower surface of leaves when EWT and CK were completely submerged for 0, 3, and 24 h. Scale bar, 10 μm. (**h**) Stomatal apertures of EWT and CK leaves (each replicate quantified 80 stomata from three individual leaves). Significant differences were determined by two-way ANOVA with Tukey’s HSD post hoc analysis. Exact *p*-values are indicated above the bars. CK refers to ‘zaoxiaoyangju’; EWT refers to a new chrysanthemum cultivar called ‘Enhanced Waterlogging Tolerance’.

## Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Files. The datasets generated and analyzed during the current study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25158417/s1.

# Supplementary material for: Time-Course Analysis and Transcriptomic Identification of a Group III ERF CmTINY2 Involved in Waterlogging Tolerance in Chrysanthemums × morifolium Ramat
**Source:** Int J Mol Sci. 2024 Aug 1;25(15):8417. doi: 10.3390/ijms25158417
**Supplement:** Supplementary file 1

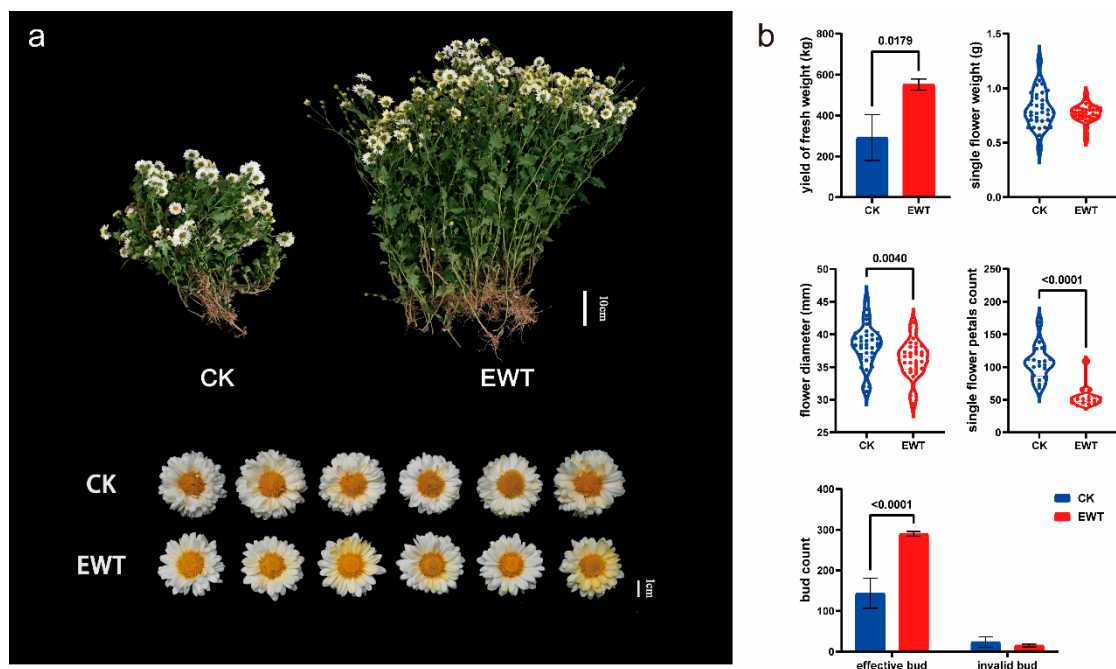

**Supplementary Figure S1. Phenotypes and yield traits of EWT.**

(a) Phenotype of plants and flowers of 'hangju' cultivar EWT and CK at harvest. (b) Yield traits such as fresh weight per mu, single flower weight, flower diameter, number of petals and number of buds of EWT and CK in the yield. The average values ( $\pm$ s.d.,  $n \geq 3$ , biologically independent samples) are shown. Significant differences were determined by Student's t-test or two-way ANOVA with Tukey's HSD post hoc analysis. Exact P values are indicated above the bars. CK refers to 'zaoxiaoyangju', EWT refers to a new chrysanthemum variety called 'Enhanced Waterlogging Tolerance'.

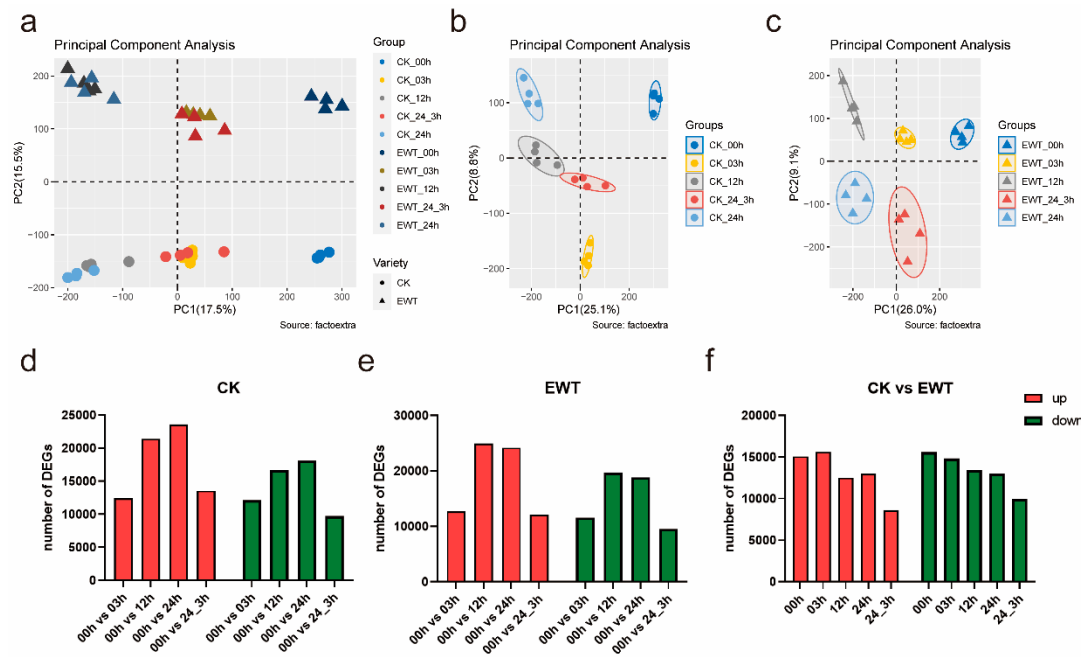

**Supplementary Figure S2. The PCA analysis and DEG number of ‘hangju’ transcriptome after waterlogging.**

(a-c) Principal component analysis results of all samples (a), CK (b), and EWT (c) based on all transcripts identified by RNA-seq. Circles represent CK materials, triangles represent EWT materials, and waterlogging duration is indicated by color. Each treatment included 4 biological replicates. PC1, principal component 1; PC2, principal component 2. The ellipse represents the 0.75 confidence level. (d-f) Number of differentially expressed genes (DEGs) ( $|\text{fold change}| \geq 2$ ,  $p \leq 0.05$ ) identified by RNA-seq during waterlogging treatment of CK (d), EWT (e) and between the two materials (f). CK refers to 'zaoxiaoyangju', EWT refers to a new chrysanthemum variety called 'Enhanced Waterlogging Tolerance'.

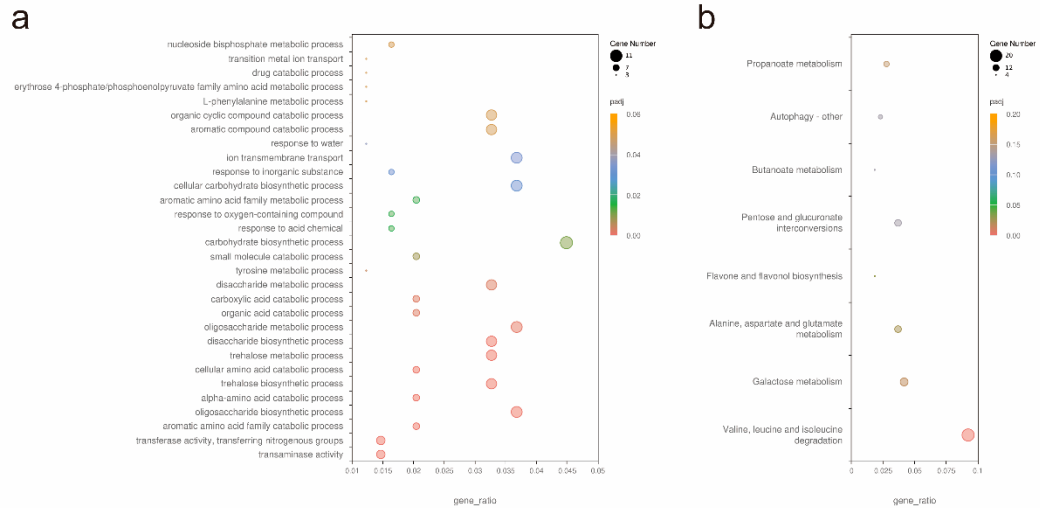

**Supplementary Figure S3. GO term and KEGG enrichment analysis of genes in the ‘pink’ module.**

(a) Gene Ontology (GO) term enrichment analysis. (b) Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis. The x-axis represents the gene ratio, while the y-axis represents the enrichment pathway. The dot sizes represent the number of differentially enriched genes. The statistical analysis of the pathway enrichment was performed using a Fisher’s exact test.

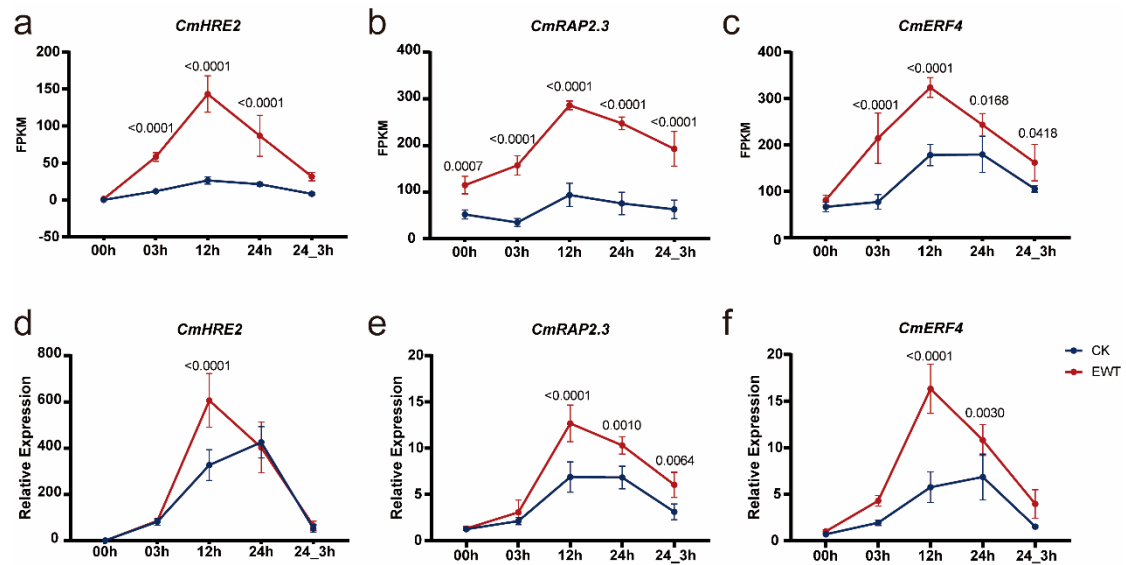

**Supplementary Figure S4. Expression of *CmERFs* in roots of CK and EWT after waterlogging.**

(a-c) Expression of *CmHRE2* (a), *CmRAP2.3* (b), *CmERF4* (c) in two materials at the indicated time points during waterlogging. Data points show expression levels as average FPKM (Fragments Per Kilobase of exon per Million fragments mapped) in four biological replicates. (d-f) Real-time RT-PCR analysis of relative expression of *CmHRE2* (d), *CmRAP2.3* (e), *CmERF4* (f) in two materials during waterlogging. *CmActin* was served as an internal control. The average values ( $\pm$ s.d.,  $n = 4$ , biologically independent samples) are shown. Significant differences were determined by two-way ANOVA with Tukey's HSD post hoc analysis. Exact P values are indicated above the bars. CK refers to 'zaoxiaoyangju', EWT refers to a new chrysanthemum variety called 'Enhanced Waterlogging Tolerance'.

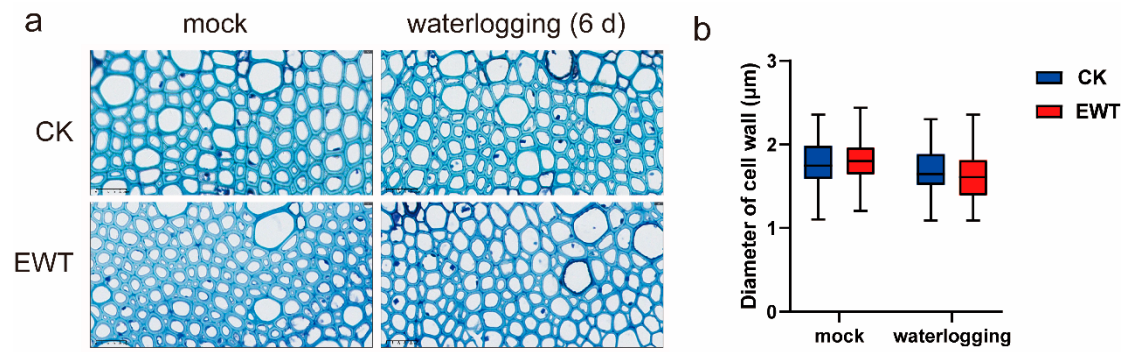

**Supplementary Figure S5. Phenotype of vessel cells in EWT and CK before and after waterlogging.**

(a) Magnified view of the vessel cells in Fig. 2a. Scale bars, 25  $\mu\text{m}$ . (b) The diameter of vessel cell wall in EWT and CK before and after flooding. Data are displayed as box and whisker plots with individual data points ( $n = 80$ , biologically independent samples). The error bars represent maximum and minimum values. Center line, median; box limits, 25th and 75th percentiles. Significant differences were determined by two-way ANOVA with Tukey's HSD post hoc analysis. CK refers to 'zaoxiaoyangju', EWT refers to a new chrysanthemum variety called 'Enhanced Waterlogging Tolerance'.

How the deposited data were processed for this re-analysis (not part of the article)

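RNA from roots of the CK and EWT cultivars was sequenced at 0 h, 3 h, 12 h and 24 h of waterlogging and after 24 h of waterlogging with 3 h of reoxygenation, with 4 libraries for each of the 10 groups and 40 libraries in all. Each library was treated as 1 biological replicate. The authors removed low-quality reads and adapters, mapped the clean reads with HISAT2 to the published chrysanthemum genome, and deposited the expression of 178540 genes as FPKM, with the length, start and end of each gene in bases and the authors' annotation. The counting program, the annotation version and the step that added the 39791 genes outside the genome's own gene models are not named in the paper's text, and the genome build is not given in the sources used here. The authors compared groups with DESeq2. The paper's supplementary list of FPKM values was in hand for 1170 of its 178540 genes, and all 40 values of these genes equalled the deposited ones within 0.001 percent.

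The unit was tested on the values. FPKM multiplied by gene length was a whole multiple of 1 step per library for 100% of the non-zero values, with a tolerance of 0.01 of a fragment, so each value could be turned into a number of fragments. Gene lengths ran from 101 to 39611 bases. The library size in the FPKM was not the sum of these fragments. It was proportional to median-of-ratios size factors, with a ratio of 1 to the product of the size factor and the geometric mean of the library totals. Between 3517588 and 9929777 fragments were counted on genes per library, with a mean of 6266421, and the groups' ranges are given with the description of the libraries. With 3 fragments over a group as the limit of detection, a gene of 291 bases at 0 in all 4 CK libraries at 0 h, evm_TU_scaffold_2838_17, could have had up to 0.348 FPKM. Such limits cover counting error only.

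Group differences were tested in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with an intensity trend) on log2(FPKM + 0.1), with 1 mean for each of the 10 groups and all 40 libraries in the model. Tables were handled with data.table 1.17.8 in R and with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Exact permutation tests were run with scipy 1.17.1 and figures were drawn with matplotlib 3.10.9. The 89517 genes with an FPKM of at least 1 in at least 4 libraries were tested. The comparisons were each later time point against 0 h within each cultivar, EWT against CK at each time point, 24 h against 12 h within each cultivar, and the interaction, which is the change from 0 h in EWT minus that in CK. No unflooded libraries were taken at the later time points, so an effect of waterlogging cannot be separated from one of the time of day. A DEG had an unadjusted p of at most 0.05 and a fold change of at least 2, as the paper's methods give. Single genes are reported with p-values adjusted over all tested genes, limma's standard error and two-sided exact permutation tests of 4 libraries against 4, whose smallest p is 0.0286.

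Counts were simulated for all 40 libraries with a dispersion of 0.1. In EWT at 12 h, 200 genes with many expected fragments were given a fold change of at least 4. For EWT at 12 h against 0 h the procedure recovered 200 of these 200 genes with the right sign, and 178 with adjusted p-values. This recovery does not cover smaller changes or genes with few fragments. The procedure called 1654 of the remaining genes, or 7 with adjusted p-values. Fuzzy c-means used the cmeans function of an R package whose version was not recorded, with the fuzzifier 1.30 and the best of 20 initialisations. It was tested on 3600 simulated genes with 9 patterns and placed 99.9% of them with their own pattern, whereas 8 of 12 single starts had merged a pair of patterns. It was then run with 9 clusters on 21238 genes, both numbers from the paper.

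Before the data were examined, the single genes to be named were fixed by a rule. They were the 6 genes in the panel titles of Figure 8, whose means in that figure had been seen, and genes whose annotation ties them to TINY, RAP2-3, HRE2 or ERF4. From each of the families TINY, alcohol dehydrogenase, pyruvate decarboxylase, phosphoenolpyruvate carboxykinase, pyruvate kinase, hexokinase and inositol, the 3 members with the highest mean FPKM were taken. Of the RAP2-3 and ERF4 matches, the 3 with the highest mean are described singly, a limit set after their number was seen. Also named were the 2 largest rises and 2 largest falls at 12 h in EWT among DEGs whose groups did not overlap, and the 3 genes with the highest mean FPKM. No gene is annotated as HRE2. Families were taken from words in the annotation, including names of protein domains, and not from sequence, so they can be wider than the enzymes named.

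The alternatives fixed before the data were examined were a pseudocount of 1 or 0.01, no filter on low values (148320 genes), a stricter filter on the mean FPKM (57714 genes), FPKM rescaled by median-of-ratios factors, vooma precision weights, the replicate number as a block, only the groups compared in the model, Benjamini-Hochberg adjusted p-values for the DEG threshold, a fold change of at least 4, and each library left out in turn. For PCA, clusters and genes following a profile, other scales, gene sets, numbers of clusters, random starts and thresholds on r were tried. The rescaling by median-of-ratios factors changes nothing because the deposited FPKM already hold those factors. Chosen after seeing the data were library sizes equal to the sum of all fragments, limma's voom on the recovered fragments, and fragments thinned at random to 3517588 in every library. Enrichment of ontology terms and the co-expression network were not analysed here, and neither were qPCR, physiological measurements or microscopy. CmTINY2 is not reported here, because the paper's text does not tie it to an identifier in the expression table.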

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

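The tests of the interaction counts after removal of the mean cultivar difference, of neighbouring genes within 10 kb and of mislabelled libraries were chosen only after the results were seen. Thinning to equal depth and library sizes from all fragments are settings that were also chosen only after the results were seen. What thinning would show for genes found in 1 cultivar only was written down before it was run.

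The change from 0 h differed between EWT and CK, by the interaction term of limma, for 12385 genes at 3 h, 18546 at 12 h, 19760 at 24 h and 10146 at 24_3 h. When the cultivar labels were shuffled within each time point, 17, 17, 9 and 11 of 100 splits at 3 h, 12 h, 24 h and 24_3 h gave at least as many genes, the real grouping included, so chance was not excluded by this test. A shuffle of that kind mixes the large constant difference between the cultivars into the interaction. With each gene's mean cultivar difference removed first, 1 of 100 splits, the real one, was as large at each of the 4 time points, and the next largest splits gave 6881, 12433, 15317 and 6779 genes. That test argues against chance as the source of the whole counts, at the smallest share that 100 splits allow. These counts may also take in genes near the limit of detection, and a stricter filter on mean FPKM gave 11938 genes at 12 h and 12841 at 24 h. A biological difference between the cultivars in the response stays open and was not tested apart from these counts.

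The interaction at 12 h passed 0.05 after adjustment for 7 of the named genes. The change was higher in EWT for evm_TU_scaffold_398_5 (0.97 on the log2 scale), evm_TU_scaffold_3249_12 (1.86), the phosphoenolpyruvate carboxykinase gene evm_TU_scaffold_1217_113 (1.21) and the inositol oxygenase gene evm_TU_scaffold_8068_36 (1.51). It was lower in EWT for the pyruvate decarboxylase genes evm_TU_scaffold_1489_554 (-1.07) and evm_TU_scaffold_11321_149 (-1.87) and the pyruvate kinase gene evm_TU_scaffold_411_8 (-1.25). Of these, evm_TU_scaffold_3249_12, evm_TU_scaffold_11321_149 and evm_TU_scaffold_411_8 passed in all 16 fits that left out 1 library and under all 8 alternatives. Without CK 12 h replicate 4, the adjusted p was 0.0899 for evm_TU_scaffold_1217_113 and 0.0994 for evm_TU_scaffold_8068_36. evm_TU_scaffold_398_5 passed in 6 of the 16 fits and evm_TU_scaffold_1489_554 in 9 of them. A shift common to all genes from the library sizes cannot account for changes in both directions. With library sizes from all fragments the interaction of evm_TU_scaffold_398_5 was 0.83 and no longer passed. Reads shared between similar copies could move values between genes of a family and were not tested, nor were cultivar variants that lower mapping to the reference, though a constant loss of reads would cancel in an interaction. A biological difference between the cultivars stays open.

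In 20 libraries of EWT against 20 of CK, 1219 genes had fragments in every EWT library and in no CK library, and 74 had them in every CK library and in no EWT library. Of these, 752 and 47 are genes outside the genome's own gene models. The paper does not report such genes. With fragments thinned to equal depth the numbers were 828 and 84, a ratio of 9.86 against 16.5 before thinning. The larger number of fragments counted in the EWT libraries thus accounts for part of the excess but not for all of it. Among all 1293 genes, 126 pairs were direct neighbours on the genome. In 1000 random sets the median was 12 such pairs and the maximum 22. Both genes belonged to the same cultivar in 125 of the 126 pairs. With 1219 of the 1293 genes found in EWT alone, most pairs would share a cultivar under random pairing too, so this agreement says little. That many neighbours are consistent with genome segments that differ between the cultivars. Another explanation is that single transcripts are split into several neighbouring gene models. Of the pairs, 20 lie more than 10 kb apart, where random sets held at most 15, but 11049 detected genes themselves span more than 10 kb, so a single transcript can reach that far. For these 20 pairs and for the 106 within 10 kb the explanations cannot be told apart, because no sequence data were used here. Whether the segments are absent from a cultivar or too different in sequence to be mapped, and whether unequal mapping arises from the reference itself, was not tested.

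Of 130 groups of 4 libraries tested, 11 held a library far from the other 3, where the gap to its nearest neighbour took up more of the group's range than Dixon's critical value for 4 libraries. Chance alone gives about 1 such group in 20. Each of the 40 libraries was most correlated with another library of its own group, which argues against a mislabelled sample. For evm_TU_scaffold_1614_8, EWT 0 h replicate 4 held 52.7 FPKM against 23.3 to 26.6 in the others (0.887 of the range), and EWT 24 h replicate 1 held 68.9 against 19.7 to 27.6 (0.838). For evm_TU_scaffold_10154_16, CK 3 h replicate 3 held 5.81 FPKM against 20.3 to 20.6 (0.978) and CK 24 h replicate 2 held 219 against 140.1 to 147 (0.916). For evm_TU_scaffold_1267_53, EWT 24 h replicate 1 held 2.17 FPKM against 10.0 to 10.6 (0.932). evm_TU_scaffold_2838_17 was above 0 in only 1 library of a group of 4 in EWT at 0 h (replicate 4, 0.332 FPKM). The same held in CK at 24_3 h (replicate 1, 2.26 FPKM). With only 1 library above 0, the gap always equals the whole range (a ratio of 1). Whether counting error alone gives such groups was not tested. In EWT at 3 h, replicate 3 was low for 2 of the most abundant genes, with 1140 FPKM of evm_TU_scaffold_735_38 against 4570 to 5058 (0.875) and 800.1 FPKM of evm_TU_scaffold_1663_43 against 3398 to 3817 (0.861). The same library being low for both may reflect the seedlings sampled or the RNA, and a mislabelled sample is argued against by the 40 of 40 libraries above. On PC1, CK 12 h replicate 4 lay at -87.6 against -155.6 to -163.3 (0.897), nearer to the time points with smaller changes. CK 24_3 h replicate 4 held 7246976 fragments against 3860195 to 4266489 (0.880). No batch, date or sequencing lane was given in the sources used here, so a technical difference in single libraries was not tested further, and no biological explanation was tested for single libraries.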

How the results depend on the processing

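Library sizes from all fragments, voom on recovered fragments and thinning to equal depth are tests that were chosen only after the results were seen, and the other alternatives were fixed beforehand. Where a value below differs from the reported one, the cause was not tested, except where fewer genes or a higher threshold lower a count by construction.

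All 15 DEG counts between groups of 4 libraries were larger than in every other split of the same 8 libraries. In each, 1 of 35 splits was as large, the real one, which is the smallest share possible. No correction was made for reading 15 counts. These shares argue against chance as the source of a whole count, not of each call in it. For 24 h against 12 h in CK, the wrong splits gave up to 9873 genes against 12650. With the replicate block, all 19 counts stayed within 1.5 times the reported ones (43483 for CK and 44426 for EWT at 12 h), and the change of evm_TU_scaffold_1267_53 in CK at 12 h, 0.89 on the log2 scale, no longer passed 0.05 after adjustment. The replicate numbers do not pair libraries across groups, since no group pair of 45 had every same-number correlation above 0.1, and the mean correlation was -0.0033 for the same number and 0.0011 for other numbers. FPKM rescaled by median-of-ratios factors moved no value and so tests nothing. With a pseudocount of 0.01, no filter, vooma precision weights, or single libraries left out, all 19 counts stayed within 1.5 times the reported ones. With only the groups compared in the model, 18 of the 19 did.

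A fold change of at least 4 lowered the counts by construction. Between the cultivars they were 17410 at 0 h, 19325 at 3 h, 23124 at 12 h, 23521 at 24 h and 17880 at 24_3 h. Against 0 h they were 12715, 26724, 29746 and 13646 in CK and 10324, 27376, 26571 and 10892 in EWT at 3 h, 12 h, 24 h and 24_3 h, and for 24 h against 12 h they were 3810 in CK and 3349 in EWT. Interactions numbered 5456 at 3 h, 11082 at 12 h, 11677 at 24 h and 4979 at 24_3 h. For the interaction at 12 h, the numbers of genes with the higher change in EWT fell to 7 for alcohol dehydrogenase, 3 for hexokinase, 9 for inositol, 9 for phosphoenolpyruvate carboxykinase and 1 for pyruvate kinase. At 12 h, 2 hexokinase genes were higher in EWT, inositol genes were higher in 19 (CK) and 25 (EWT) cases and 7 pyruvate kinase genes were higher in CK. Adjusted p-values lowered the 24 h against 12 h counts to 5478 in CK and 6757 in EWT, and the interactions to 4517, 9674, 10724 and 2636 at 3 h, 12 h, 24 h and 24_3 h. The interactions at 12 h toward EWT were then 16 for inositol, 9 for phosphoenolpyruvate carboxykinase and 0 for pyruvate kinase, where limma's unadjusted p with a fold change of at least 2 gave 2.

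With a pseudocount of 1, the counts between cultivars were 17963 at 0 h, 18877 at 3 h, 23153 at 12 h, 23439 at 24 h and 16311 at 24_3 h. At 3 h and 24_3 h against 0 h they were 16981 and 16662 in CK and 14454 and 13880 in EWT, and for 24 h against 12 h they were 4054 in CK and 5170 in EWT. Inositol interactions at 12 h toward EWT numbered 20. The stricter filter gave 19358, 21153, 24163, 24570 and 19677 genes between cultivars at 0 h, 3 h, 12 h, 24 h and 24_3 h, 8111 genes for 24 h against 12 h in CK, and 11938 and 12841 interactions at 12 h and 24 h. With only the groups compared, 24 h against 12 h in CK gave 7076 genes.

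Library sizes from all fragments gave 27 inositol and 11 pyruvate kinase genes higher in CK at 12 h, 129 genes following EWT at 12 h, 4185 genes in clusters highest in EWT at 12 h, and shares of 18.7% for PC1 and 15.3% for PC2. The changes of evm_TU_scaffold_1267_53 at 12 h, 0.43 in CK and 0.88 in EWT, no longer passed, and its EWT change at 3 h reversed to -0.13. evm_TU_scaffold_398_5 no longer passed in CK at 24 h (0.13) or for its interaction at 12 h (0.83). Changes at 12 h reversed for evm_TU_scaffold_3249_12 in CK (-0.45), evm_TU_scaffold_1333_588 in CK (-0.31) and EWT (-0.15), and evm_TU_scaffold_735_38 in EWT (-0.37). Interactions at 12 h, none of which passed before, reversed for evm_TU_scaffold_11_63 (-0.13), evm_TU_scaffold_1473_291 (-0.095) and evm_TU_scaffold_535_88 (-0.042). These reversals say nothing about the single genes, because this scaling moves the median change of all genes by -0.13 in EWT at 3 h, by -0.38 in CK and -0.49 in EWT at 12 h, and the interaction at 12 h by -0.12.

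Thinning to equal depth left evm_TU_scaffold_1267_53 in CK at 12 h (0.92) and the interaction of evm_TU_scaffold_398_5 (0.87) no longer past 0.05. It reversed the difference of evm_TU_scaffold_2838_17 between the cultivars at 24 h (-0.61) and the interactions of evm_TU_scaffold_11_61 (-0.019), evm_TU_scaffold_1473_291 (-0.064) and evm_TU_scaffold_5211_68 (0.0011), and left 1 pyruvate kinase gene with an interaction toward EWT. With voom on recovered fragments, evm_TU_scaffold_10154_16 in CK at 3 h (1.09) and evm_TU_scaffold_1267_53 in CK at 12 h (0.93) no longer passed. evm_TU_scaffold_1614_8 then passed between cultivars (1.14) and in CK (1.052) at 12 h, and evm_TU_scaffold_2838_17 passed between cultivars at 12 h (1.43) and in EWT at 3 h (1.67). The interactions of evm_TU_scaffold_1621_176 (0.25) and evm_TU_scaffold_5211_68 (0.48) reversed.

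With only the groups compared, evm_TU_scaffold_10154_16 in CK at 3 h (1.10), evm_TU_scaffold_1267_53 between cultivars at 24 h (1.26), and evm_TU_scaffold_398_5 between cultivars (0.68) and in CK (0.58) at 24 h no longer passed. evm_TU_scaffold_1614_8 between cultivars (1.11) and in CK (1.07) at 12 h, and evm_TU_scaffold_2838_17 between cultivars at 12 h (1.48) and in EWT at 3 h (2.05), then passed. With vooma precision weights, evm_TU_scaffold_10154_16 in CK at 3 h (1.10), evm_TU_scaffold_1267_53 in CK at 12 h (0.89) and the interaction of evm_TU_scaffold_398_5 at 12 h (0.97) no longer passed, while evm_TU_scaffold_1614_8 (1.11) and evm_TU_scaffold_2838_17 (1.48) between cultivars at 12 h did. With a pseudocount of 1, evm_TU_scaffold_1267_53 in CK at 12 h (0.67) no longer passed, evm_TU_scaffold_2838_17 between cultivars at 12 h (1.36) passed, and the interactions of evm_TU_scaffold_1473_291 (-0.052) and evm_TU_scaffold_8286_29 (0.0084) reversed. With a pseudocount of 0.01, evm_TU_scaffold_2838_17 in EWT at 3 h (4.38) passed and the interaction of evm_TU_scaffold_398_5 (0.97) did not. evm_TU_scaffold_11321_149, evm_TU_scaffold_411_8, evm_TU_scaffold_3249_12 and evm_TU_scaffold_8068_36 kept their calls for the interaction at 12 h under all 8 alternatives.

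With single libraries left out, values of the Figure 8 genes that lost or gained a call or changed sign ranged as follows. For evm_TU_scaffold_1614_8, the difference between cultivars at 24 h was -0.18 to 0.91. For evm_TU_scaffold_1267_53, changes at 3 h were -0.066 to 0.17 in CK and -0.16 to 0.18 in EWT, the CK change at 12 h was 0.73 to 1.04 and the difference between cultivars at 12 h was 0.91 to 1.22. For evm_TU_scaffold_2838_17, changes at 3 h were 0.85 to 2.35 in CK and 1.88 to 2.58 in EWT. For evm_TU_scaffold_398_5, the difference between cultivars at 24 h was 0.47 to 0.88, the interaction at 12 h 0.79 to 1.09 and the CK change at 24 h 0.38 to 0.72. For evm_TU_scaffold_10154_16, changes at 3 h were 0.85 to 1.55 in CK and 0.62 to 1.15 in EWT, and for evm_TU_scaffold_3249_12, CK changes were 0.47 to 0.79 at 3 h and -0.13 to 0.19 at 12 h. Values near 0 that changed sign were the interactions at 12 h of evm_TU_scaffold_5211_68 (-0.18 to 0.080), evm_TU_scaffold_535_88 (-0.0076 to 0.17), evm_TU_scaffold_8286_29 (-0.19 to 0.081), evm_TU_scaffold_11_61 (-0.017 to 0.31), evm_TU_scaffold_11_63 (-0.089 to 0.14), evm_TU_scaffold_1473_291 (-0.13 to 0.21) and evm_TU_scaffold_2926_82 (-0.047 to 0.69), and the EWT change of evm_TU_scaffold_1663_43 at 12 h (-0.22 to 0.12). Interactions at 12 h toward EWT numbered 3 to 5 for pyruvate decarboxylase (5 without CK 12 h replicate 4) and 1 to 3 for pyruvate kinase (1 without EWT 0 h replicate 4). Among the other named genes, 934 of the leave-one-out values kept direction and call, 25 reversed, 9 gained a call and 24 lost it, and for the other alternatives the numbers were 710, 13, 12 and 9.

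In the PCA, standardised log2 values gave 18.8% for PC1, with 32.3% of its variance between time points and 66.3% between cultivars, and 18.1% for PC2, with 65.5% between time points and 32.3% between cultivars, and 26 libraries lay nearest to their own group. Centred log2 values gave 30.7% for PC1 (0.334% between time points, 98.0% between cultivars) and 21.5% for PC2 (97.8% and 0.0696%), and 31 libraries nearest to their own group. Filtered genes gave 23.6% and 20.8%. Genes in clusters highest in EWT at 12 h numbered 5036 with a pseudocount of 1 and 1735 on FPKM z-scores, and 4202 to 8339 when replicate 1, 2, 3 or 4 of every group was left out (4202 without replicate 1). Genes in clusters highest in EWT at 24 h numbered 0 with a pseudocount of 1, 0 with 8 clusters and 0 with 10 clusters, 3645 on FPKM z-scores, and 0 (without replicate 2) to 4096 (without replicate 1). Genes following EWT at 12 h numbered 676 with a pseudocount of 1, 2667 on FPKM means, 28 with r of at least 0.9 and 1882 with no filter.

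Depth limits genes with few fragments most. For evm_TU_scaffold_2838_17, whose limit of detection in CK at 0 h was 0.348 FPKM, fitted changes at 3 h depend on the pseudocount.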

Differences from the paper's values

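The comparison with the direction exchanged rests on the paper's own numbers. No other test in this part was chosen because of the paper's values. Library sizes from all fragments, voom on recovered fragments and thinning to equal depth are tests that were chosen only after the results were seen.

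Of 13 DEG totals that could be compared with the paper's, 1 differed by more than 1.5 times. For EWT against CK at 24_3 h the paper's number is 18569 genes (data of Supplementary Figure S2) and the number here is 31478. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with Benjamini-Hochberg adjusted p-values (27041), a fold change of at least 4 (17880), a pseudocount of 1 (16311) and the stricter filter (19677). It was not with a pseudocount of 0.01 (29587), no filter (37924), vooma precision weights (30985), the replicate block (31427), only the groups compared (29724) or single libraries left out (29511 to 31509), and FPKM rescaled by median-of-ratios factors left it at 31478.

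The paper's numbers of higher and lower genes match those found here more closely with the direction exchanged. In CK at 12 h the paper's upregulated and downregulated genes number 21409 and 16657, and here 17596 were higher and 25876 lower at 12 h than at 0 h. In EWT at 12 h the paper's numbers are 24920 and 19691, and here 19218 were higher and 25218 lower. Over 16 such numbers the largest ratio between the paper's and those found here was 1.74 (median 1.29, with 2 above 1.5) as labelled, and 1.25 (median 1.09, with 0 above 1.5) with the direction exchanged.

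The paper describes both upregulated and downregulated genes in EWT as more numerous at 12 h than at 24 h. Here the higher genes were (19218 at 12 h against 18402 at 24 h, although without EWT 12 h replicate 1 the difference was -35) and the lower genes were not (25218 against 25420). Lower genes were more numerous at 12 h, by 100, with only the groups compared, which was set before the data were examined. They were also more numerous with library sizes from all fragments (by 1912) and with thinning (by 99), both chosen after seeing the values, and the first of these made the higher genes fewer at 12 h, with a difference of -514. The same held without EWT 24 h replicate 1 (994) or replicate 2 (884).

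The paper describes a cluster in which expression rises throughout waterlogging in EWT and hardly changes in CK. None of the 9 clusters found here had that pattern. The cluster highest in EWT at 24 h (2278 genes) rose as much in CK, with medians of 3.11 in EWT and 3.25 in CK on the log2 scale. The cluster of 2061 genes, with 2.51 in EWT and 0.78 in CK, was highest in EWT at 12 h and changed by -0.15 from 12 h to 24 h. On z-scores of FPKM means, 3645 genes were in clusters highest in EWT at 24 h, and without replicate 1 of every group 4096 were, and the CK pattern of these clusters was not recorded.

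The paper places the genes of its Figure 8 as upregulated after 3 h. All 6 means were higher at 3 h in both cultivars. By limma's adjusted p, evm_TU_scaffold_398_5 passed in both cultivars, evm_TU_scaffold_3249_12 in EWT and evm_TU_scaffold_10154_16 in CK, so 2 of 6 passed in each. evm_TU_scaffold_2838_17 also passed in EWT with a pseudocount of 0.01 and with only the groups compared, and with voom, which was chosen after seeing the values and drops 1 call, evm_TU_scaffold_10154_16 in CK. With single libraries left out, evm_TU_scaffold_2838_17 passed in CK without CK 3 h replicate 2 or 4 and in EWT without EWT 0 h replicate 4, evm_TU_scaffold_10154_16 in EWT without EWT 0 h replicate 3 or 4 or EWT 3 h replicate 1, and evm_TU_scaffold_3249_12 in CK without CK 3 h replicate 2. evm_TU_scaffold_1614_8 and evm_TU_scaffold_1267_53 did not pass at 3 h under any setting tried.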

Other observations

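Of the tests in this part, thinning to equal depth and library sizes from all fragments used settings chosen only after the results were seen, and what each would show was written down before it was run.

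At 12 h EWT had more DEGs than CK, in a ratio of 1.02. The hypothesis that the greater depth of the EWT libraries produces this was tested by thinning all libraries to 3517588 fragments. The ratio was then 1.04, which argues against depth as its cause, and a ratio this near 1 says little about the cultivars in any case. Between the cultivars, thinning gave 28911 DEGs at 0 h and 35497 at 12 h, so depth accounts for only a small part of the 30803 and 37759 found without it.

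Among the 12 h DEGs, 40.5% were higher in CK and 43.2% in EWT. With library sizes equal to all fragments the shares were 29.5% and 29.0%. That scaling lowers the change of every gene at 12 h, so the share falls whatever sets it, and an effect of the library sizes in the FPKM and a change in the roots cannot be told apart. The 100 most abundant genes took 18.3% of the fragments in CK and 17.6% in EWT at 12 h, against 8.07% and 8.90% at 0 h, and which scaling is nearer to the RNA content of the roots was not tested.

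The 6 genes of Figure 8 were higher in EWT than in CK at 12 h by a median of 1.17 on the log2 scale. With library sizes from all fragments the median was 1.07, which argues against the scaling as the cause. Shared reads between evm_TU_scaffold_398_5 and evm_TU_scaffold_3249_12 were not tested, and a biological difference between the cultivars stays open.

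Genes matched to transcription factors that the paper discusses gave these values. evm_TU_scaffold_1090_32, the RAP2-3 match with the highest mean, was at 286 ± 9.30 (SD, n = 4) FPKM in EWT and 93.6 ± 25.0 (SD, n = 4) in CK at 12 h, a log2 difference of 1.64 (adjusted p = 4.0e-08 from limma), whereas evm_TU_scaffold_1610_52 was lower in EWT by a log2 difference of -2.31 (adjusted p = 2.1e-09 from limma). The second match by mean, evm_TU_scaffold_519_121, did not differ by this p at 12 h (0.35, adjusted p = 0.328 from limma) or at 0 h (-0.34 and 0.380). evm_TU_scaffold_1090_32 and evm_TU_scaffold_1610_52 already differed in the same directions at 0 h, by 1.15 and -2.85 (adjusted p = 3.1e-05 and 2.9e-11 from limma). Of 6 RAP2-3 matches, 1 was higher and 2 lower in EWT than in CK both at 0 h and at 12 h, and the interaction at 12 h passed for 0. Among 14 tested ERF4 matches, 1 was higher and 7 lower in EWT at 0 h and 1 and 6 at 12 h, and the interaction at 12 h passed for 1, toward CK. Of the 3 with the highest mean, evm_TU_scaffold_1333_588 was lower in EWT at 0 h (-0.79, adjusted p = 0.00358 from limma) and not by this p at 12 h (-0.48 and 0.0646), evm_TU_scaffold_254_70 was higher in EWT at 12 h (0.86, adjusted p = 1.1e-04 from limma; 0.28 and 0.227 at 0 h) and evm_TU_scaffold_1266_48 lower (-1.93, adjusted p = 2.1e-11 from limma; -2.31 and 4.4e-13 at 0 h). Their interactions at 12 h did not pass (adjusted p = 0.610, 0.137 and 0.375 from limma). The 2 genes matched to TINY of Arabidopsis, evm_TU_scaffold_5271_78 on chromosome 20 and evm_TU_scaffold_92_138 on chromosome 21, had mean FPKM of 0.150 and 0 over the 40 libraries and were not tested. TINY and TINY2 of Arabidopsis are different genes, and the paper names TINY2 as the homolog of CmTINY2. These 2 values therefore say nothing about the expression of CmTINY2.

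The largest rises at 12 h in EWT were of evm_TU_scaffold_5211_68 and evm_TU_scaffold_1621_176, both with no fragment at 0 h in either cultivar. evm_TU_scaffold_5211_68 reached 1018 FPKM in CK and 992 in EWT, at least 4136-fold and 5779-fold above the limit of detection. evm_TU_scaffold_1621_176 reached 1131 and 927, at least 5398-fold and 6349-fold above it. The largest falls were of evm_TU_scaffold_965_251, an aquaporin match that fell from 86.8 FPKM to no fragment in EWT, at least 625-fold lower, and evm_TU_scaffold_629_123, which fell from 334 to 0.448 FPKM. The most abundant genes over all libraries were evm_TU_scaffold_735_38, evm_TU_scaffold_1663_43 and evm_TU_scaffold_831_123, with means of 3540 FPKM, 3328 FPKM and 2951 FPKM.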
